# Gender difference in NASH susceptibility: Roles of hepatocyte *Ikkβ* and *Sult1e1*

**DOI:** 10.1371/journal.pone.0181052

**Published:** 2017-08-10

**Authors:** Noriko Matsushita, Mohamed T. Hassanein, Marcos Martinez-Clemente, Raul Lazaro, Samuel W. French, Wen Xie, Keane Lai, Michael Karin, Hidekazu Tsukamoto

## Abstract

Myeloid cell and hepatocyte IKKβ may mediate the genesis of obesity and insulin resistance in mice fed high fat diet. However, their gender-specific roles in the pathogenesis of non-alcoholic steatohepatitis (NASH) are not known. Here we demonstrate myeloid IKKβ deficiency prevents Western diet-induced obesity and visceral adiposity in females but not in males, and attenuates hyperglycemia, global IR, and NASH in both genders. In contrast, all metabolic sequela including NASH are aggravated by hepatocyte IKKβ deficiency (*IkbkbΔhep*) in male but not female mice. Gene profiling identifies sulfotransferase family 1E (*Sult1e1)*, which encodes a sulfotransferase E1 responsible for inactivation of estrogen, as a gene upregulated in NASH in both genders and most conspicuously in male *IkbkbΔhep* mice having worst NASH and lowest plasma estradiol levels. LXRα is enriched to LXRE on *Sult1e1* promoter in male WT and *IkbkbΔhep* mice with NASH, and a *Sult1e1* promoter activity is increased by LXRα and its ligand and augmented by expression of a S32A mutant of IκBα. These results demonstrate striking gender differences in regulation by IKKβ of high cholesterol saturated fat diet-induced metabolic changes including NASH and suggest hepatocyte IKKβ is protective in male due at least in part to its ability to repress LXR-induced *Sult1e1*. Our findings also raise a caution for systemic IKK inhibition for the treatment of NASH as it may exacerbate the disease in male patients.

## Introduction

Non-alcoholic fatty liver disease (NAFLD) including non-alcoholic steatohepatitis (NASH) is the most prevalent liver disease in the world and is commonly associated with obesity and insulin resistance (IR) [1–3]. Although the genetic and nutrient-deficient models such as that with choline and methionine deficient diet, have been widely used for experimental studies, it is well recognized that these models do not reflect a natural history or course of NAFLD/NASH seen in patients. To this end, different models have recently been developed which emphasize the common etiological backgrounds such as overnutrition [4] and a diet high in cholesterol and saturated fat (HCSF) [5–8].

Despite the obvious link between obesity, IR, and NASH, the precise mechanisms connecting these sequela are not fully understood. Inflammation is recognized as a potential causal factor in developing IR [9, 10], and activation of IκB kinase β (IKKβ) and c-Jun N-terminal kinase (JNK) are considered as critical effectors responsible for this causal link [11, 12]. The cell type in which IKKβ is activated, appears important in inducing IR in different organ sites. For instance, IKKβ in hepatocytes mediates diet-induced hepatic IR while that in myeloid cells is responsible for global IR [13]. Activation of IKKβ associated with endoplasmic reticulum (ER) stress in hypothalamus is recently shown to link overnutrition to suppressed insulin and leptin signaling in this tissue, leading to energy imbalance, obesity, and glucose intolerance [14]. Thus, these cell-type specific regulations by IKKβ appear to produce regional and systemic effects on energy homeostasis and insulin sensitivity culminating to obesity-associated IR. However, how these site-specific regulations actually relate to the pathogenesis of NASH is not known.

Another outstanding question is the mechanism of the gender effect on diet-induced obesity, IR, and NASH. Human and animal studies point to the importance of estrogen in energy and metabolic homeostasis. Postmenopausal women are susceptible to visceral obesity, IR and type 2 diabetes [15], and the treatment with 17β estradiol or conjugated estrogens attenuates these complications [16, 17]. In fact, the incidence of diabetes among postmenopausal women with hormone replacement therapy is significantly lower than those without [18] while the prevalence of NAFLD is higher in women than men at the age of 55 years or older without the therapy [19]. Conversely, among patients with persistent and unexplained elevations of serum transaminases at the average age of 46 years, many of whom had NAFLD and NASH, female gender was an independent factor associated with minimal liver lesions, suggesting that NAFLD/NASH is less severe in female patients before menopause [20]. However, how the gender affects the regulatory role of IKKβ in diet-induced obesity, IR and NASH, is completely unknown.

In the present study, we have examined the effects of hepatocyte or myeloid specific IKKβ deficiency on obesity, IR, and NAFLD/NASH induced by 20 wk feeding of a Western diet high in cholesterol and saturated fat diet (HCFD) in both male and female mice. Indeed, the gender has unique roles in influencing how IKKβ deficiency in these two cell types affects the metabolic complications. Further, we identify the potential role of sulfotransferase 1 (*Sult1e1*) in increased susceptibility for NASH in males particularly due to hepatocyte IKKβ deficiency.

## Materials and methods

### Animal experiments

Female and male C57BL/6J mice lacking IKKβ in hepatocytes (*IkbkbΔhep*) or myeloid cells (*IkbkbΔmye*) [13] were obtained from Dr. Michael Karin (Department of Pharmacology and Cancer Center University of California, San Diego, CA). C57BL/6/129 [21] and C57BL/6 [22] Cre-recombinase transgenic mouse lines, respectively, were used to generate myeloid- and hepatocyte-specific deleted IKKβ mice. These genetic deletions were confirmed to eliminate IKKβ expression in either all hepatocytes (*IkbkbΔhep*) or 80–90% of macrophages and neutrophils (*IkbkbΔmye*) [13]. IKKβ^F/F^ mice without hepatocyte or myeloid specific expression of Cre recombinase were used as wild type mice (Wt). All animals were treated in strict accordance with the recommendations in the *Guide for Care and Use of Laboratory Animals* of the National Institutes of Health. The protocol was approved by the Institutional Animal Care and Use Committee of the University of Southern California (Protocol Number: 10931). A HCFD diet used contained 37.6% calories (Cal) from fat (Lard:20.9% Cal), 16.9% Cal from protein (casein, L-Cystine), 45.5% Cal from carbohydrate (Sucrose, Cornstarch, Dextrose), Cholesterol 1% (w/w), vitamins and minerals (catalogue #180529, Dyets Inc., Bethlehem, PA). Standard rodent chow (control diet) used contained 20.8% Cal from fat, 22.1% Cal from protein, 57.1% Cal from carbohydrate (catalogue #S3888, Bio-Serv, Flemington, NJ). Mice were housed in a specific pathogen-free facility (12 hours light/dark cycle) and were fed either standard rodent chow or HCFD from 2.5 months of age for 20 wk or 12 months by the Animal Core of the Southern California Research Center for ALPD and Cirrhosis.

### Blood tests, glucose tolerance, and insulin sensitivity tests

Plasma glucose levels were determined by the GM7 Analyzer (Analox Instruments, Lunenburg, MA). Plasma ALT, insulin and adiponectin concentrations were measured by ELISA kits (ALT: Sigma Diagnostic, St. Louis, MO, insulin: Shibayagi Co., Gunma, Japan, adiponectin: ALPCO Diagnostics, Salem, NH, respectively). Mouse Estradiol in the plasma was determined by the Hormone Assay Core of the Vanderbilt Diabetes Center using a Double Antibody 17β- Estradiol RIA kit (MP Biomedicals, LLC Cat. # 07–138102). The assay was modified to improve the sensitivity to 1 pg /ml. The inter assay coefficient of variation was 10 and 6% at Mean = 4.5 and Mean = 22 pg/ml, respectively. After overnight fasting, glucose (1.5g/kg) or insulin (1 U/kg) was injected intraperitoneally, and blood glucose was monitored with Precision-Xtra strips (Medisense Products, Bedford, MA) at 0, 15, 30, 60, 120 min as previously performed [4].

### Histology and immunostaining

Paraffin-embedded sections were stained with hematoxylin and eosin, and histology was blindly scored for steatosis, inflammation, necrosis and lipo-granuloma by Morphology Core of the Southern California Research Center for ALPD and Cirrhosis. Liver fibrosis was assessed by reticulin staining and Sirius red staining. Formalin fixed sections of epididymal fat were immunostained for tumor necrosis factor-α (TNFα) F4/80, and CD68 using goat polyclonal (catalogue #AF-410, R&D Systems. Minneapolis, MN), rat monoclonal antibody (catalogue #MCA497, AbD Serotec/Bio-Rad, Morpho Sys, UKLTD, Oxford, UK), and rabbit polyclonal antibody (catalogue #sc-9139, Santa Cruz Biotech Inc, Santa Cruz, CA), respectively. Liver histology scoring was blindly evaluated by a subspecialty gastrointestinal pathologist as follows. Both micro-fat and macro-fat were individually scored according to the following scale: “0”: no fat; “1”: fat in up to 25% of the hepatocytes, “2”: up to 50%, “3”: up to 75%, and “4”: greater than 75%. The micro-fat and macro-fat scores were summed to determine the combined fat-micro, macro score. Inflammation, necrosis, lipogranuloma, and reticulin (fibrosis) were individually scored according to the following scale: “0”: none; “1”: minimal, “2”: mild, “3”: moderate, and “4”: severe (extensive). The inflammation and necrosis scores were summed to determine the combined inflammation/necrosis score. Fat histology scoring of inflammation in white adipose tissue (WAT) was also blindly evaluated by a subspecialty gastrointestinal pathologist according to the following scale: “0”: no inflammatory foci; “1”: minimal, “2”: mild, “3”: moderate, and “4”: severe (extensive) inflammatory foci.

### Immunoblot analysis

Liver tissues were homogenized in RIPA buffer (PBS, pH 7.4, 1% Nonidet P-40, 0.5% sodium deoxycholate, 0.1% SDS and complete protease inhibitor mixture). The protein extracts were resolved on a 10% GEL (SDS-PAGE), transferred onto a nitrocellulose membrane, then incubated with primary antibodies followed by incubation with horseradish peroxidase-conjugated secondary antibodies. The antigen-antibody complexes were visualized by the enhanced chemiluminescence detection system (Thermo Scientific, Rockford, IL). Antibodies against AMP kinase (AMPK), p-AMPK (Thr 172), JNK, p-JNK (catalogue #2532, #2531, #9252, #4668, respectively) were obtained from Cell Signaling Technology Inc. (Danvers, MA), nuclear form of sterol regulatory element binding protein-1c (nSREBP-1) (C-2) (catalogue #sc-366) was from Santa Cruz Biotech Inc., peroxisome proliferator-activated receptor-δ (PPARδ) antibody (catalogue #600-401-420) was purchased from Rockland Inc.(Gilbertsville, PA). Anti-β-actin antibody (catalogue #A1978) was obtained from Sigma-Aldrich (St. Louis, MO).

### Real-time polymerase chain reaction and microarray analysis

Total RNA was extracted using TRIzol reagent by Invitrogen (Carlsbad, CA). Total RNA was extracted from livers and white adipose tissue (WAT) using TRIzol reagent by Invitrogen. For real time polymerase chain reaction (PCR) analysis for PPARα, PPARδ, PPARγ, adiponectin, α1(I) procollagen, transforming growth factor-β (TGFβ1), CD68, TNFα, monocyte chemotactic protein-1 (MCP-1), Nos2, Arg-1 (arginase-1), Ym/Chi3l3, *Sult1e1*, osteoactivin (Gpnmb), the SYBR Green technique (Applied Biosystems, Foster City, CA) was used. Each Ct value was normalized by the GAPDH. The PCR primers used for these genes are as follows: 5’-ACGATGCTGTCCTCCTTGATG and 5’-GTGTGATAAAGCCATTGCCGT (PPARα); 5’-GCTGCTGCAGAAGATGGCA and 5’-CACTGCATCATCTGGGCATG (PPARδ); 5’-CCATTCTGGCCCACCAAC and 5’-AATGCGAGTGGTCTTCCATCA (PPARγ); 5’-AGAGATGGCACTCCTGGAGAGAA and 5’-CAACATCTCCTGTCTCACCCTTA (adiponectin); 5’-GCATGGCCAAGAAGACATCC and 5’-CCTCGGGTTTCCACGTCTC (α1(I) procollagen); 5’-TTGCTTCAGCTCCACAGAGA and 5’-TGGTTGTAGAGGGCAAGGAC (TGFβ1); 5’-CCAATTCAGGGTGGAAGAAA and 5’-TTGCATTTCCACAGCAGAAG (CD68); 5’-TACAGGCTTGTCACTCGAATT and 5’-ATGAGCACAGAAAGCATGATC (TNFα); 5’-CCCAATGAGTAGGCTGGAGA and 5’-TCTGGACCCATTCCTTCTTG (MCP-1); 5’-GCCATTGCACAACTCTTTTC and 5’-GGAGAGGAGACTTCACAG (interleukin-6, or IL-6); 5’-CACCAAGCTGAACTTGAGCGA and 5’-CCATAGGAAAAGACTGCACCGA (Nos2); 5’-CTCCAAGCCAAAGTCCTTAGAG and 5’-AGGAGCTGTCATTAGGGACATC (Arg-1); 5’-AGGAAGCCCTCCTAAGGACA and 5’-ACGTCAATGATTCCTGCTCC (chitinase 3-like 3, or Ym1/Chi3l3); 5’-CTTCCAGCATCATTTTGGGAAAAG and 5’-TGGATTGTTCTTCATCTC (*Sult1e1*); 5’-TTCACTGTGACCTGCAAAGG AND 5’-CAGTAGGTGCCAGACCCATT (Gpnmb). Microarray analysis was performed on liver RNA samples using Mouse Genome 430 2.0 arrays (Affymetrix, Santa Clara, CA) at the USC/CHLA Genome Core Laboratory.

### *Sult1e1* activity, promoter and ChIP analysis

SULT1E1 activity was determined using ^35^S-phosphoadenosine phosphosulfate (PerkinElmer, Wellesley, MA) as previously described [23]. Chromatin isolated from liver tissues were analyzed for LXRα enrichment to a putative DR-4 of *Sult1e1* gene (nt-121/-142: ataAGGTCAagttTGCTCActc) by chromatin immunoprecipitation analysis (ChIP) and qPCR using the primers, 5’-CCAAAGGGGAGAAACAGCTG-3’ and 5’-GAGAAGGAGGCAGAGACTC- GGGGA as previously described [23]. *Sult1e1* promoter activity was analyzed using tk- *Sult1e1*/DR4 promoter-luciferase in HepG2 cells with or without expression of LXRα and/or a dominant negative mutant (S32A) of IκBα, or treatment with TNFα. This tk-DR4 (mSult1e1)-Luciferase construct is a heterologous reporter generated by inserting three copies of the DR4 (direct repeat spaced by 4 nucleotides) type nuclear receptor response element into the thymidine kinase (tk)-Luciferase reporter gene; the DR4 sequence is (nt -121) ataAGGTCAagttTGCTACatc (nt -142), as previously described [23],

### Data analysis

The numerical data were expressed as the means ±S.E.M. unless otherwise noted. ANOVA followed by post-hoc Tukey test was performed for multiple comparisons denoting significant differences with †p<0.05 and ††p<0.01, when appropriate. Student’s *t-*test was performed to assess the statistical significance between two sets of data, as appropriate. *p* values less than 0.05 were considered significant as denoted by the asterisk.

## Results

### Obesity and visceral adiposity induced by HCFD are attenuated by myeloid IKKβ deficiency in female but not male mice and aggravated by hepatocyte IKKβ deficiency in males but not females

Feeding HCFD for 20 wk causes significant obesity in both male and female Wt mice as compared to chow-fed (control) Wt mice (Fig 1A) despite comparable daily caloric intake of two diets (mean ±S.D.: 17.4±2.5 for control males vs. 16.8±3.6 Cal/day for HCFD-fed males;14.2±4.6 for control females vs. 13.2±4.7 Cal/day for HCFD-fed females). IKKβ deficiency in myeloid cells (*IkbkbΔmye*) almost completely prevents obesity in females but has no effects in males (Fig 1A). In contrast, IKKβ deficiency in hepatocytes (*IkbkbΔhep*) aggravates HCFD-induced obesity in males but not in females (Fig 1A). The total weight of visceral adipose tissues shows similar gender-specific changes: prevention of a HCFD-induced increase in female but not male *IkbkbΔmye* mice and aggravation of this parameter in male but not female *IkbkbΔhep* mice (Fig 1B). Female *IkbkbΔmye* mice on chow diet also showed decreased visceral adiposity compared to their Wt counterparts.

**Fig 1:**
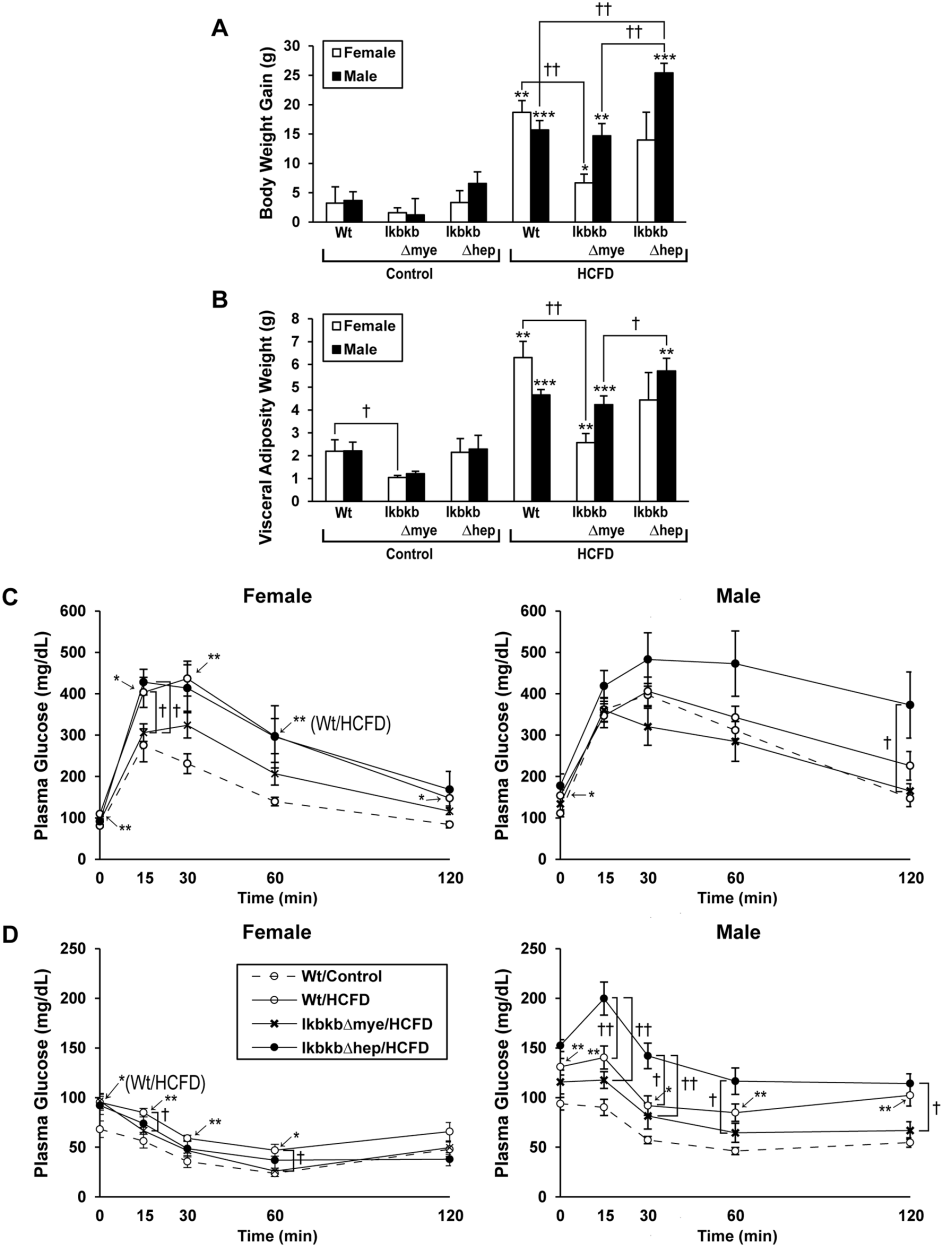
Weight gain, visceral adiposity, and plasma glucose. Wild type (Wt), myeloid IKKβ deficient (*IkbkbΔmye*), or hepatocyte IKKβ deficient (*IkbkbΔhep*) mice in both genders, were fed regular chow (Control) or high cholesterol and saturated fat diet (HCFD) from 2.5 months of age for 20 weeks, and body weight gain (A) and visceral adiposity weight (B) were determined. Visceral adiposity was determined by summing the individual measures of epidydimal/gonadal fat, mesenteric fat, and retroperitoneal fat. Glucose tolerance (C) and insulin sensitivity (D) tests were also performed after overnight fast. *p<0.05, **p<0.01, ***p<0.001 compared to Control diet within gender and within genotype by t-test. †p<0.05, ††p<0.01 compared to other genotype within gender and within diet by ANOVA and post-hoc Tukey test.

### HCFD-induced hyperglycemia and global IR are attenuated by myeloid IKKβ deficiency in females but aggravated in male mice by hepatocyte IKKβ deficiency

HCFD feeding increases the fasting glucose levels in both male (mean ±S.D.: 100±21 vs. 142±32 mg/dl, p<0.005) and female (75±10 vs. 105±16 mg/dl, p<0.005) WT mice. These hyperglycemias tend to be attenuated in male (121±34 mg/dl) and female (93±22 mg/dl) *IkbkbΔmye* mice. Fasting hyperglycemia tends to be aggravated in male (158±22 mg/dl) but not female (92±23 mg/dl) *IkbkbΔhep* mice. Fasting insulin levels are significantly elevated in HCFD-fed male Wt mice compared to chow-fed male Wt mice (mean ±S.D.: 0.96±0.5 vs. 0.51±0.45 ng/ml, p<0.05). This hyperinsulinemia tends to be corrected in *IkbkbΔmye* (0.64±0.42 ng/ml) but not in *IkbkbΔhep* (0.97±0.59) mice. In females, plasma insulin levels are not different among different genotypes and dietary groups. Glucose tolerance test reveals HCFD-fed female Wt mice are glucose intolerant as compared to chow-fed Wt mice, and this effect is attenuated in *IkbkbΔmye* mice (Fig 1C). Insulin sensitivity test demonstrates insulin resistance in both female and male Wt mice fed HCFD. This effect is largely corrected in female and partially ameliorated in male IkbkbΔmye mice (Fig 1D). On the other hand, insulin resistance is worsened in male but not female *IkbkbΔhep* mice (Fig 1D). In summary, HCFD feeding causes obesity, increased visceral adiposity, hyperglycemia, reduced glucose tolerance and insulin resistance in both genders. IKKβ deficiency in myeloid cells clearly largely corrected these metabolic effects in females but only partially in males. On the contrary, IKKβ deficiency in hepatocytes aggravates most of these effects in males but not in females.

### NASH is attenuated in *IkbkbΔmye* mice in both genders but aggravated in male but not female *IkbkbΔhep* mice

HCFD feeding results in hepatomegaly as assessed by the ratio of liver to body weight in male but not female Wt mice. This effect is prevented in male *IkbkbΔmye* mice but worsened in *IkbkbΔhep* mice (Fig 2A). Interestingly, both chow-fed male *IkbkbΔmye* and *IkbkbΔhep* mice have increased ratio of liver to body weight compared with Wt mice of the same gender. Plasma ALT levels are increased by HCFD feeding in Wt mice, and a higher elevation is observed in male Wt mice than females (Fig 2B). These elevations associated with HCFD feeding, are attenuated in *IkbkbΔmye* mice in both genders (Fig 2B). Histologically, HCFD feeding causes macro and micro-vesicular steatosis, inflammation and necrosis in Wt mice in both genders (Fig 2C). A typical histology of NASH seen in male Wt mice fed HCFD is shown in Fig 2D as compared to normal histology in Wt control. The pathological changes of macro and micro-vesicular steatosis induced by HCFD are attenuated in *IkbkbΔmye* female mice (Fig 2C). Real-time PCR results demonstrate that HCFD-induced NASH is associated with increased expression of M1 macrophage activation genes such as TNFα and MCP-1 and decreased expression of the M2 alternative activation gene arginase-1 (*Arg-1*) [24] in both genders (Fig 2E). The *IkbkbΔmye* genotype rescues the suppressive effect of HCFD on Arg-1 in female but not in male mice. In fact, the expression of both Arg-1 and another M2 gene *Ym-1/Chi3l3*, which encodes a heparin-binding lectin or chitinase 3-like 3 [25], are significantly lower in male mice in all genotypes (Fig 2E). Expression of CD68, the marker for macrophages, is increased significantly in male Wt mice fed HCFD and this tends to increase further in HCFD-fed *IkbkbΔhep* mice. IL-6 expression tends to be lower in males than in females in all dietary and genotype groups, but is not affected by HCFD or genotypes.

**Fig 2:**
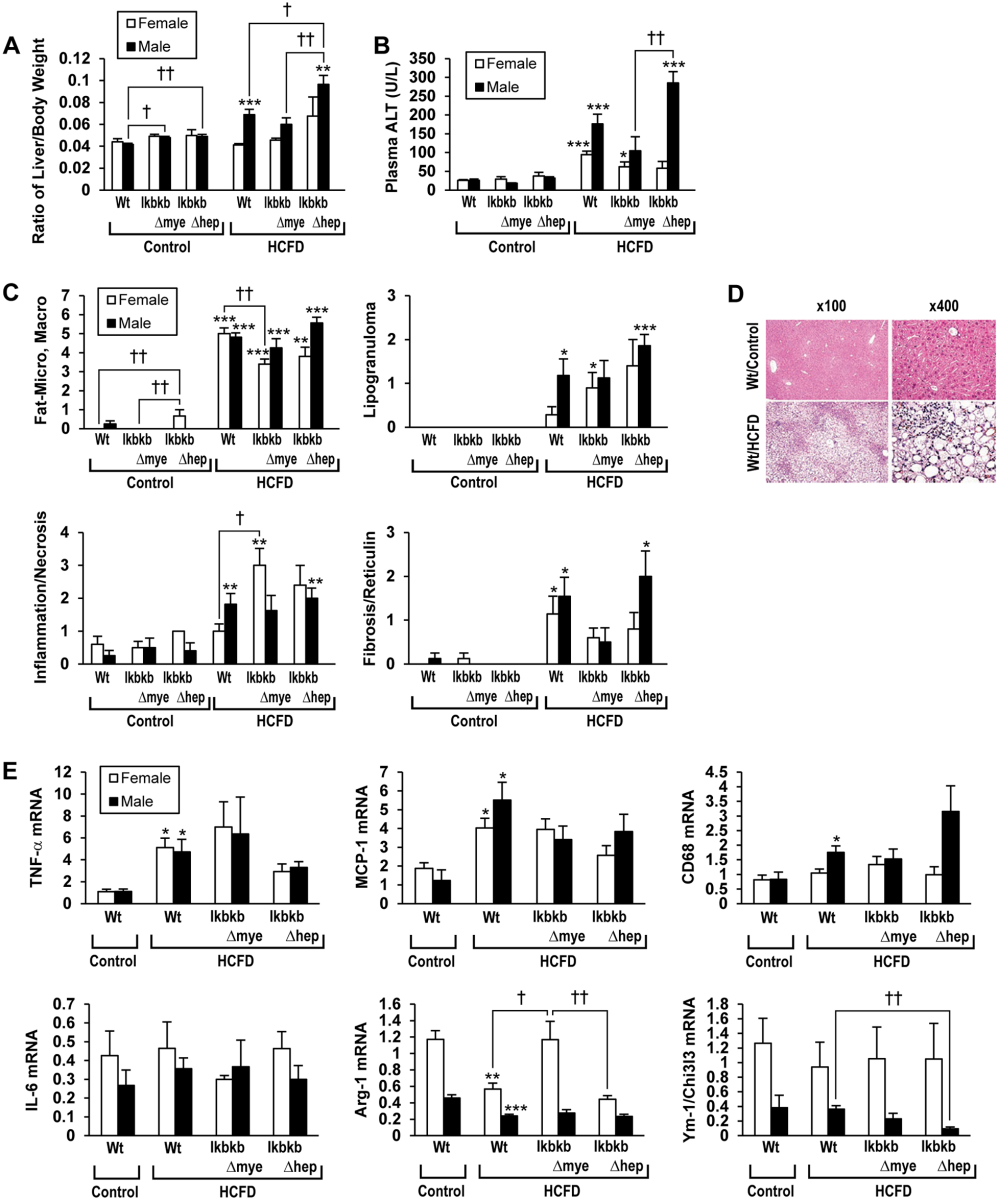
HCFD feeding produces NASH in Wt mice. Wild type (Wt), myeloid IKKβ deficient (*IkbkbΔmye*), or hepatocyte IKKβ deficient (*IkbkbΔhep*) mice in both genders, were fed regular chow (Control) or high cholesterol and saturated fat diet (HCFD) from 2.5 months of age for 20 weeks. (A) Hepatomegaly was assessed by the ratio of liver weight over body weight. (B) Plasma ALT was measured. (C) Liver histological grading was determined for micro- and macro-vesicular steatosis, necroinflammation and lipogranuloma. Liver fibrosis was assessed by analysis of reticulin staining. (D) Representative microphotograph of typical NASH induced in a HCFD-fed Wt male mouse as compared to normal liver histology of a chow-fed male Wt mouse (Wt/Control, upper panels). (E) mRNA expressions in the liver of M1 genes (TNFα, MCP-1), macrophage marker CD68, IL-6, and M2 genes (Arg-1 and Ym1/Ch3l3). *p<0.05, **p<0.01, ***p<0.001 compared to Control diet within gender and within genotype. †p<0.05, ††p<0.01 compared to other genotype within gender and within diet.

HCFD feeding also induces liver fibrosis in Wt and *IkbkbΔhep* mice as demonstrated by Sirius red and reticulin staining (Fig 3B–3F and data not shown). Pericellular and perisinusoidal fibrosis are commonly observed. The fibrosis score as rated by reticulin staining reveals less fibrosis in female Wt mice; attenuation in *IkbkbΔmye* mice in both genders; and aggravation in male but not female *IkbkbΔhep* mice (Fig 2C). Minimal staining by Sirius red or reticulin are noted in liver sections of a male Wt mouse fed chow for 5 months (Fig 3A and 3D). Sirius red staining of liver section of a male Wt mouse fed HCFD for 5 months shows collagen deposition forming bridges from the portal area (left) to the central vein (right) (Fig 3B). Sirius red staining of a male Wt mouse fed HCFD for 12 months reveals the portal to central vein bridging fibrosis (Fig 3C). Reticulin staining of liver section from a male Wt mouse fed HCFD for 5 months depicts pericellular “Chicken wire” pattern of fibrosis typical of NASH (Fig 3E). Another liver section of 5 months HCFD-fed Wt mouse stained for reticulin shows pericellular fibrosis with clusters of PMNs at a higher magnification (Fig 3F). Expression of α1(I)procollagen and the pro-fibrogenic cytokine, TGFβ1, mRNAs correlate with fibrotic changes. Increased hepatic expression of α1(l)procollagen mRNA by 5-month HCFD feeding is noted for male Wt mice, and tends to be attenuated in male *IkbkbΔmye* mice, but further enhanced in male *IkbkbΔhep* mice. Expression of TGFβ1 is increased by 5-month HCFD in Wt mice of both genders, and not affected by genotype on this diet (Fig 3G). For a subset of Wt male animals, we continued HCFD feeding for 12 months to determine a long-term effect on liver fibrosis. Bridging liver fibrosis is evident in most of 12 month HCFD-fed mice (Fig 3C).

**Fig 3:**
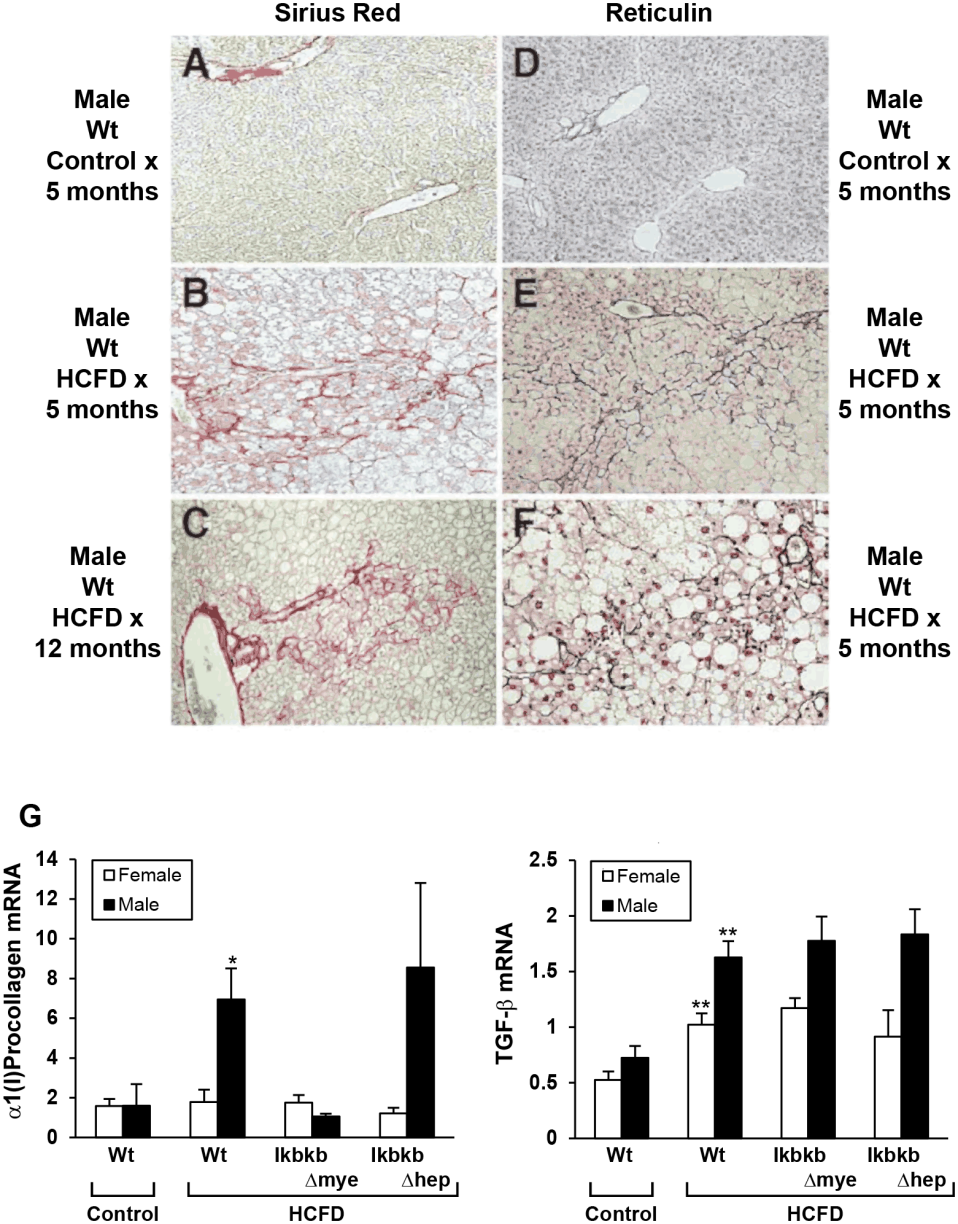
Liver fibrosis induced by HCFD. Liver fibrosis as assessed by Sirius red staining (A-C, representative microphotographs), reticulin staining (D-F, representative microphotographs), or real-time PCR for α1(l)procollagen and TGFβ1 mRNA (G). Wild type (Wt), myeloid IKKβ deficient (*IkbkbΔmye*), or hepatocyte IKKβ deficient (*IkbkbΔhep*) mice were fed regular chow (Control) or high cholesterol and saturated fat diet (HCFD) from 2.5 months of age for 20 weeks (A, B, and D-F) or 12 months (C). (A, C, D, E at x169 magnification; B and F at x338 magnification.) *p<0.05, **p<0.01 compared to Control diet within gender and within genotype.

### Enhanced lipogenic regulation by HCFD

HCFD feeding increases the hepatic levels of a nuclear (activated) form of SREBP-1c (nSREBP-1c), a potent lipogenic transcription factor, in Wt mice in both genders but more conspicuously in males (Fig 4A and 4B). HCFD does not affect the levels of p-AMPK and PPARδ, both considered as anti-lipogenic and lipolytic regulators [26, 27], in male and female Wt mice (Fig 4A and 4B). Expression of mRNA for PPARγ, another lipogenic transcription factor, is increased in HCFD-fed Wt mice in females and tends to be increased in males, while that for PPARα, another lipolytic transcription factor, tends to be reduced in male HCFD-fed Wt mice (Fig 4D). In *IkbkbΔmye* mice, the increase in nSREBP-1c levels caused by HCFD is attenuated in females (Fig 4A and 4B), and PPARγ mRNA tends to be reduced in males (Fig 4D). In addition, PPARα mRNA is normalized in male *IkbkbΔmye* mice-fed HCFD (Fig 4D). More drastic changes are seen in HCFD-fed male *IkbkbΔhep* mice with aggravated NASH. Firstly, p-AMPK and PPARδ protein levels are severely reduced, nSREBP-1c is most upregulated, and p-JNK1 levels are clearly elevated (Fig 4A and 4B) while p-JNK2 tends to be increased. In addition, PPARα mRNA tends to be further decreased in HCFD-fed male *IkbkbΔhep* mice as compared to HCFD-fed Wt male mice (Fig 4D). Plasma levels of adiponectin, an adipokine which serves as an activator of p-AMPK, are significantly lower in males than in females within genotype and within diet (Fig 4C). In male *IkbkbΔhep* mice-fed HCFD, the level is most reduced compared to other genotypes fed HCFD (Fig 4C). Thus, these results demonstrate that HCFD-induced NASH in male Wt mice is associated with increased expression of lipogenic regulators (nSREBP-1c, PPARγ) and reduced lipolytic factor PPARα. These changes are reversed by the IKKβ deficiency in myeloid cells in both genders and aggravated only in males by the IKKβ deficiency in hepatocytes. Reduced AMPK activation perhaps at least partially due to decreased plasma adiponectin levels and conversely increased JNK1/2 activation are also evident in aggravated NASH in male *IkbkbΔhep* mice.

**Fig 4:**
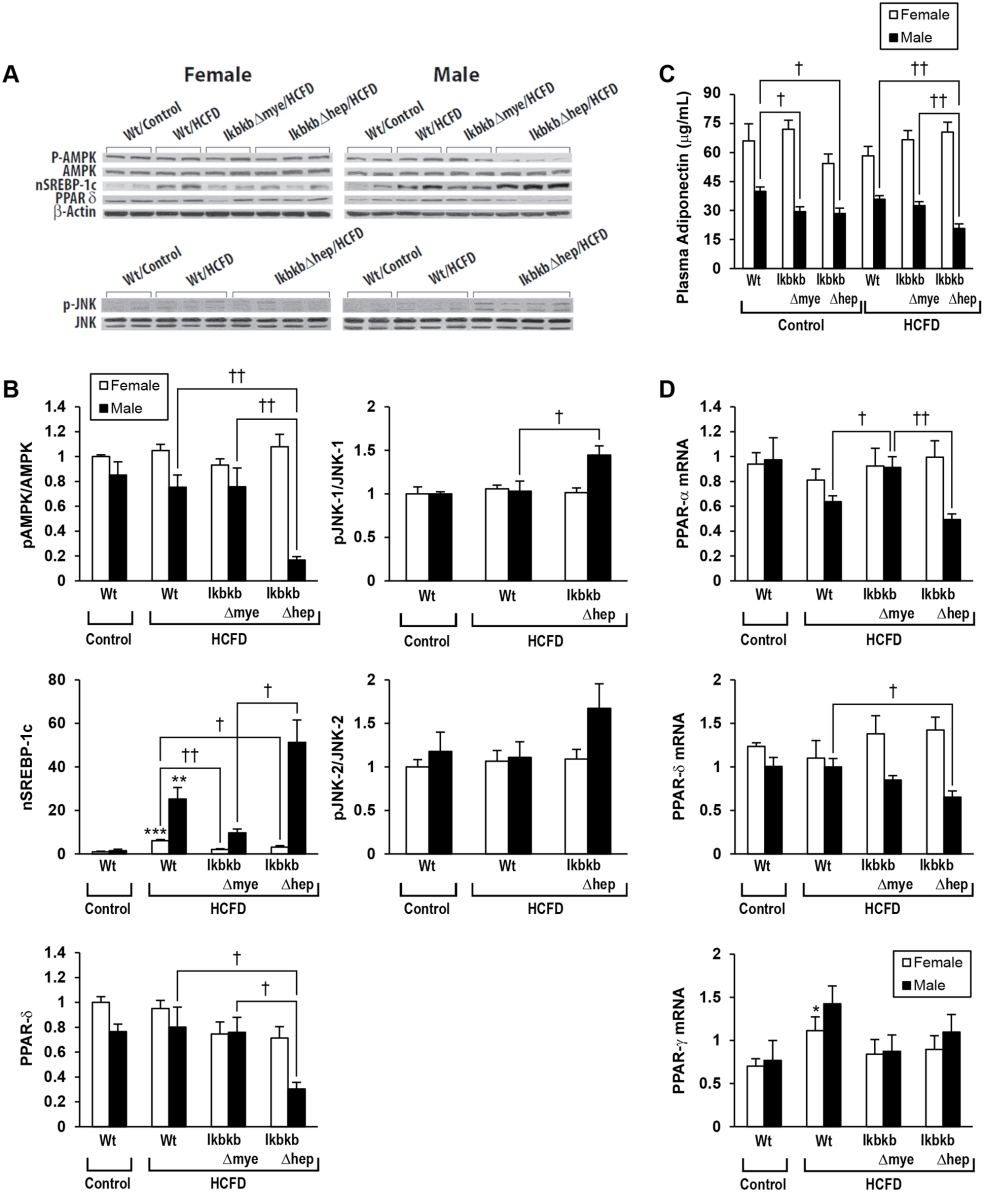
Upregulation of lipogenic genes and down-regulation of lipolytic genes associated with NASH induction and aggravation. Wild type (Wt), myeloid IKKβ deficient (*IkbkbΔmye*), or hepatocyte IKKβ deficient (*IkbkbΔhep*) mice in both genders, were fed regular chow (Control) or high cholesterol and saturated fat diet (HCFD) from 2.5 months of age for 20 weeks. (A) Immunoblotting of whole liver lysate and (B) densitometric analysis of pAMPK/AMPK, nSREBP-1c, PPARδ, pJNK-1/JNK-1, and pJNK-2/JNK-2. (C) Plasma adiponectin levels measured by ELISA. (D) Real-time PCR results of PPAR α, δ, and γ genes. *p<0.05, **p<0.01, ***p<0.001 compared to Control diet within gender and within genotype. †p<0.05, ††p<0.01 compared to other genotype within gender and within diet.

### WAT inflammation correlates with HCFD-induced NASH

WAT inflammation is suggested to be causally linked to obesity-associated IR [9, 10]. HCFD feeding increases the frequency of inflammatory foci in WAT of both female and male Wt mice (Fig 5I) as detected by H&E staining (Fig 5B) and confirmed by immunohistochemistry for F4/80 (Fig 5D) and CD68 (Fig 5F) as compared to respective staining in WAT from chow-fed Wt mice (Fig 5A, 5C and 5E). TNFα immunostaining in WAT is also increased by HCFD feeding (Fig 5H) as compared to chow-fed Wt (Fig 5G). Real-time PCR analysis demonstrates increased TNFα expression in WAT of both male and female HCFD-fed Wt mice, and a tendency to further increment in this gene expression in male *IkbkbΔhep* mice (Fig 5J). Conversely, WAT adiponectin expression tends to be reduced by HCFD feeding in male but not female Wt mice and tends to further decrease in male *IkbkbΔhep* mice (Fig 5J), corroborating the reduced plasma adiponectin levels in this group (Fig 4C). *Nos2*, another M1 gene, is also upregulated particularly in WAT of male HCFD-fed *IkbkbΔhep* mice in agreement with most severe fat inflammation seen in these mice (Fig 5I). *Arg-1* expression in WAT is uniformly higher in male than female mice within genotype and within diet and is not affected by HCFD or IKKβ deficiency.

**Fig 5:**
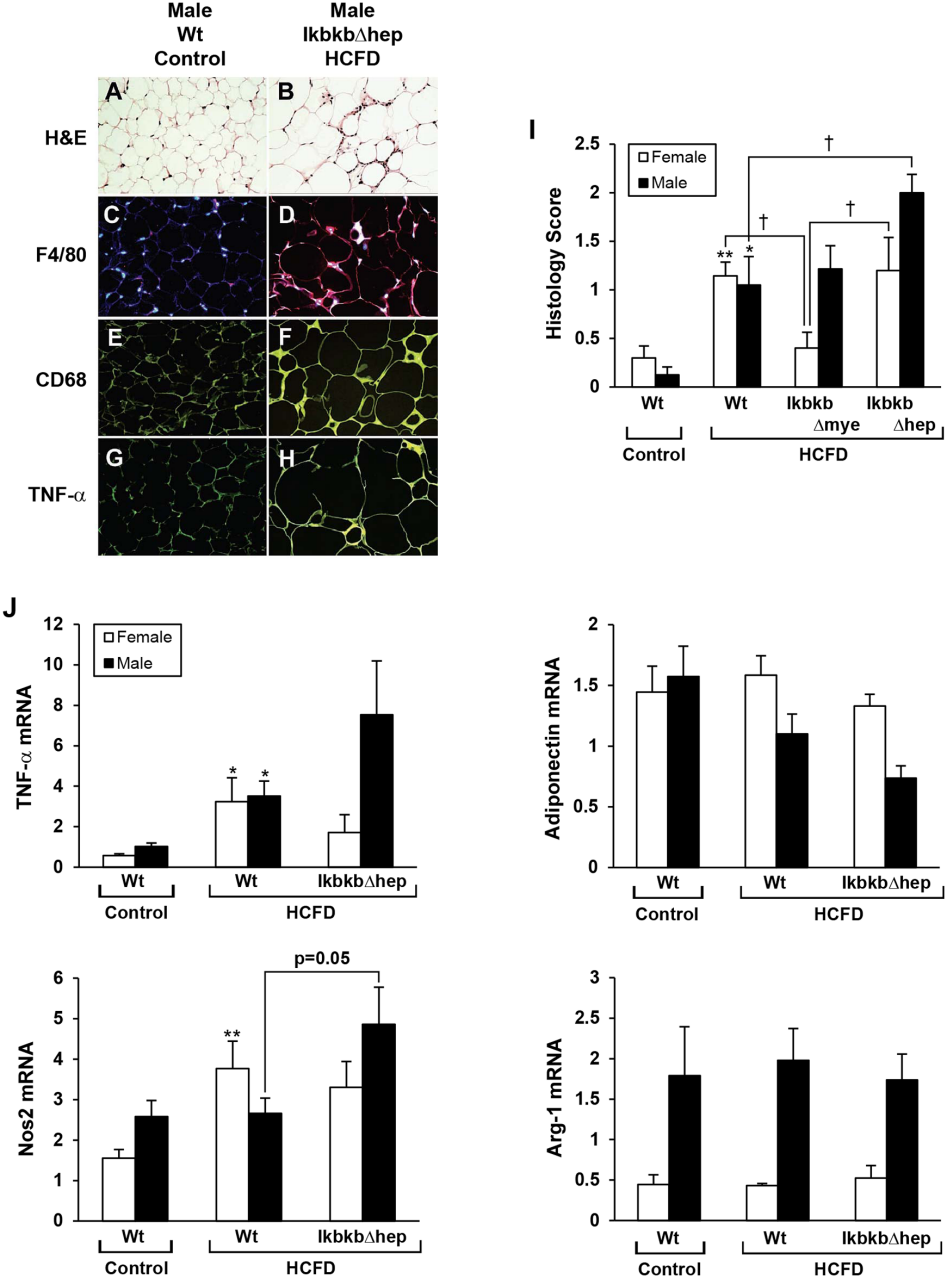
Inflammation in epididymal fat tissue induced by HCFD in Wt mice of both genders and aggravated by *IkbkbΔhep* in males. (A), (C), (E) and (G) are representative microphotographs from a male Wt mouse fed control diet from 2.5 months of age for 20 weeks as opposed to (B), (D), (F) and (H) from a male *IkbkbΔhep* mouse fed HCFD with aggravated NASH. Sections stained with H&E (x260). (B and D) Immunofluorescent staining for the macrophage marker F4/80 (red) (x260). (E and F) Immunofluorescent staining for another macrophage marker CD 68 (green) (x260). (G and H) Immunofluorescent staining for TNFα (green) (x260). (I) Fat histology scoring of inflammation in white adipose tissue was determined by assessment of inflammatory foci. (J) Real-time PCR for TNFα, Nos2, adiponectin, and the M2 gene Arg-1 in white adipose tissue. *p<0.05, **p<0.01 compared to Control diet within gender and within genotype. †p<0.05 compared to other genotype within gender and within diet.

### Sulfotransferase family 1E (*Sult1e1*) and osteoactivin (*Gpnmb*) are differentially induced in male but not female *IkbkbΔhep* mice fed HCFD

The hepatocyte IKKβ deficiency worsens HCFD-induced NASH in male but not female mice. To help understand this gender difference, we have performed microarray analysis for liver RNA samples from male and female Wt and *IkbkbΔhep* mice fed HCFD and determined genes which are differentially regulated by IKKβ deficiency in male but not female mice as compared to Wt mice. 

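The microarray experiment compares 4 groups of HCFD-fed mice, namely male Wt, male *IkbkbΔhep*, female Wt and female *IkbkbΔhep*. Livers were taken after 20 weeks of HCFD begun at 2.5 months of age. The footnote of Table 1 describes pooling of 4 RNA samples, read here as 4 per group, and each group has 1 array. *IkbkbΔhep* mice lack IKKβ, the kinase that activates NF-κB, in hepatocytes, and Wt mice are floxed mice without Cre. The methods name another Affymetrix mouse array and TRIzol, whereas the sample labels name a whole-transcript labeling kit and RNeasy columns, and the probe set numbers of the values are those of S1 and S2 Tables. The authors made the values with RMA in Affymetrix Expression Console, which corrects background, normalizes the arrays by quantiles and gives a log2 signal per probe set. The deposited log2 signals cover 35556 probe sets, with a median of 6.27 on each array except female Wt, where it is 6.29. A single gene symbol is known for 21789 probe sets, several symbols for 1621, and none for 12146 in the annotation used here. For each sex the log2 signal of Wt is subtracted from that of *IkbkbΔhep*, which gives a log2 ratio without further normalization. With 1 array per group there is no replicate error and no p-value for a comparison within a sex. The number of arrays limits the precision. As a gauge of noise, 1210 probe sets of olfactory and vomeronasal receptors, which liver does not use, have log2 ratios with an SD of 0.20 in males and 0.23 in females. Where one array of a pair has a signal below the 95th percentile of their mean signals, 5.83, the fold is given as at least that of the other array over this level, and where both do, signals are given and no fold. Gene lists were fixed before the data were examined, and the median log2 ratio of a list is placed by its percentile among 10000 random lists of genes with like signal, as a description of these arrays. *Xist*, the RNA of the inactive X chromosome, has a log2 signal of 10.56 in female Wt and 10.53 in female *IkbkbΔhep* but 4.22 in male Wt and 4.31 in male *IkbkbΔhep*. The Y-linked gene *Eif2s3y* shows the opposite, with 8.70 and 8.79 in the males and 3.67 and 3.77 in the females, so the sex labels of the arrays hold.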

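*Ikbkb*, the deleted gene, is 1.38-fold lower in male *IkbkbΔhep* than in male Wt and 1.47-fold lower in female *IkbkbΔhep* than in female Wt. It has 1 probe set, the exons this covers are not known here, and liver RNA also comes from cells in which the gene is intact. Several differences are found in both sexes. *Ctse*, which encodes the aspartic protease cathepsin E, is 18.7-fold lower in males and 18.1-fold lower in females. *Gdpd3*, a glycerophosphodiester phosphodiesterase, is at least 6.34-fold higher in males and at least 5.57-fold higher in females, from Wt signals of 5.59 and 5.02. *Snrpe*, a component of the spliceosome, is 2.19-fold lower in males and 2.02-fold lower in females, and *BC023105* is 2.05-fold and 1.82-fold lower. Other differences reach 1.5-fold in a single sex, and the difference between the sexes was not tested for any of them. In males *Cyp2b9*, a female-predominant cytochrome P450, is 1.92-fold higher, *Hddc3* 1.70-fold, and the endothelial hyaluronan receptor *Lyve1* 1.65-fold, while the chemokine *Cxcl10* is 2.08-fold lower, *Zfp39* 1.94-fold, and the hepatocyte microRNA gene *Mir122* and *Klra2*, a gene of the Ly49 receptor family, at least 2.08-fold each. The corresponding female log2 ratios are 0.04, 0.13, 0.02, -0.47, -0.08, -0.56 and -0.16. The signals of *Mir122*, 6.89 in male Wt and 5.68 in male *IkbkbΔhep* mice, lie near 5.83. Whether its probe set reports the mature microRNA is not known here. In females the leptin receptor gene *Lepr* is 3.24-fold higher, *Krt23* 2.38-fold, *Ppp1r3g*, a glycogen-targeting subunit of protein phosphatase 1, 2.35-fold and the insulin-repressed *Igfbp1* 2.14-fold, whereas *A1bg* is 3.79-fold lower, the B cell chemokine *Cxcl13* 2.90-fold and lipocalin-2 (*Lcn2*) 2.63-fold. In males the log2 ratios of *Krt23*, *Ppp1r3g*, *Igfbp1* and *Lcn2* are 0.33, -0.07, 0.26 and -0.47, *Lepr* has signals of 6.06 in *IkbkbΔhep* and 5.53 in Wt mice, and both male signals of *A1bg* and *Cxcl13* lie below 5.83.
At 1.5-fold or more, 626 probe sets are higher and 756 lower in male *IkbkbΔhep* mice, and 651 are higher and 1316 lower in female *IkbkbΔhep* mice. Without 6617 unnamed rows below the lowest annotated probe set number, a restriction chosen after the values were seen, 126 are higher and 99 lower in males and 146 and 255 in females. Only 56 and 62 of the male and 85 and 119 of the female probe sets have a single gene symbol, and 2 of these are higher and 6 lower in both sexes. Across all probe sets, which are not independent replicates, the male and female log2 ratios have a Pearson correlation of 0.03. A rule of at least 1.5-fold in males with the opposite direction in females takes 369 probe sets higher and 306 lower in males. A change common to both sexes was tested by limma with sex as a block, and no probe set passes an adjusted p of 0.05, with 1775 at an unadjusted p under 0.05. The smallest adjusted p in that test is 0.23, for *Ctse*, with a log2 difference of -4.20 (standard error 0.09). *Ctse* alone passes with an adjusted p of 0.0299 when the variance prior follows signal and is robust, 0.0198 without the block and 0.00622 among the brighter probe sets.

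**Figure D1:**
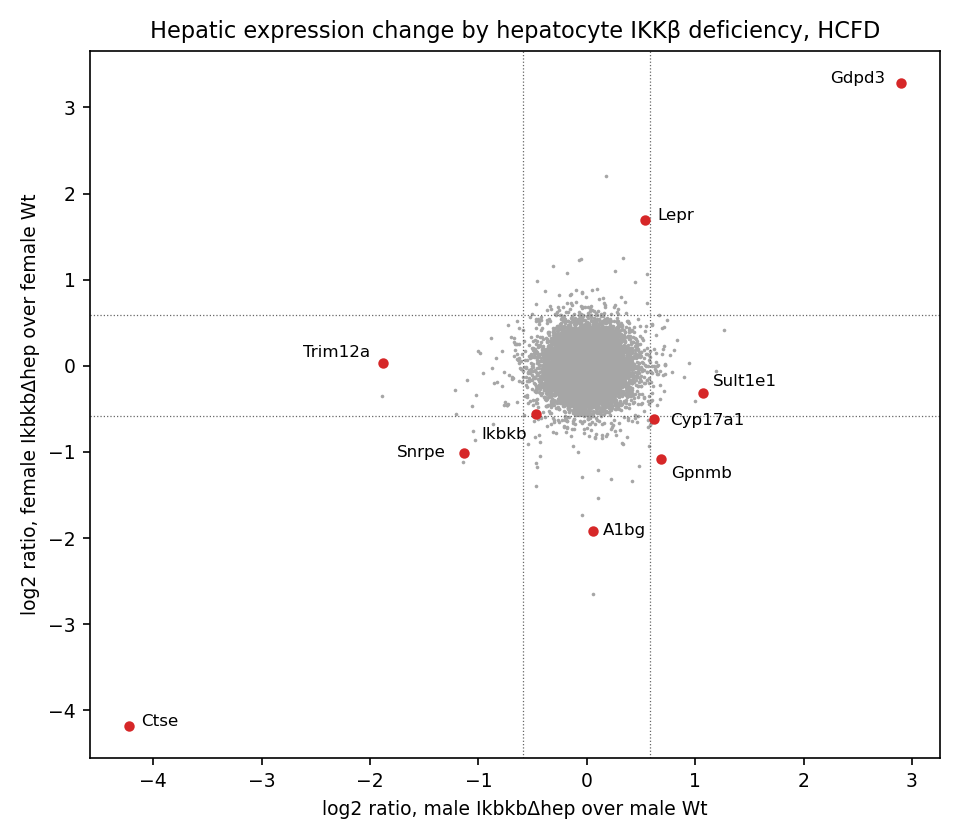
Log2 ratio of *IkbkbΔhep* over Wt in males (x axis) and females (y axis). Each grey point is a probe set with a single gene symbol, red points are named genes, and dotted lines mark 1.5-fold. *Ctse* and *Gdpd3* lie far out in both sexes, and *Sult1e1*, *Gpnmb* and *Cyp17a1* lie to the right and below 0. Ratios are drawn as measured, also where a signal is below 5.83.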

Table 1 shows partial lists of genes up-regulated or down-regulated by hepatocyte IKKβ deficiency in males. 

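Of the 14 genes of Table 1, the 8 up-regulated genes have log2 signals from 6.74 to 11.32 in male *IkbkbΔhep* mice. *Mt2*, a metallothionein listed there as Mt1e, is 1.73-fold higher than in male Wt, the endothelial gene *Esm1* 1.65-fold, *Fgl1*, a secreted hepatocyte protein, 1.60-fold, the female-predominant cytochrome P450 *Cyp2b13* 1.55-fold, the steroid 17α-hydroxylase *Cyp17a1* 1.54-fold and the macrophage scavenger receptor *Marco* 1.53-fold. In female *IkbkbΔhep* mice *Cyp17a1* is 1.54-fold lower and *Marco* 1.18-fold lower, while *Mt2*, *Esm1*, *Fgl1* and *Cyp2b13* are lower by 1.03-fold to 1.07-fold, which is within the noise of the receptor probe sets. Several of these genes differ more between the sexes than between genotypes. The log2 signal in male Wt minus that in female Wt is -5.13 for *Cyp2b13*, -3.14 for *Cyp17a1*, -1.54 for *Fgl1*, -1.43 for *Marco* and -1.11 for *Mt2*, so that the values of male *IkbkbΔhep* mice remain below those of female Wt mice. *Trim12a*, a TRIM family gene listed as Trim12, is at least 2.04-fold lower in male *IkbkbΔhep* mice and 1.02-fold higher in females. *Cd300e* and the Fcγ receptor gene *Fcgr4*, both of non-classical monocytes, are 1.98-fold and 1.78-fold lower in males, and *Adgre4*, listed as Emr4, is 1.58-fold lower. The probe set that the table assigns to *Sirpb1* is 1.99-fold lower, and the annotation gives it 3 paralogous genes. *Hamp*, which encodes the iron hormone hepcidin, is 1.54-fold lower in males and 1.35-fold higher in females. In the limma test of sex with genotype as a block, *Cyp2b13* has a log2 difference of -4.79 (standard error 0.20, adjusted p = 0.104). In females *Cd300e*, *Fcgr4* and *Adgre4* are 1.10-fold, 1.06-fold and 1.13-fold higher. The values of these genes in Table 1 were known before the analysis, and the difference between the sexes in the effect of genotype was not tested.

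**Figure D2:**
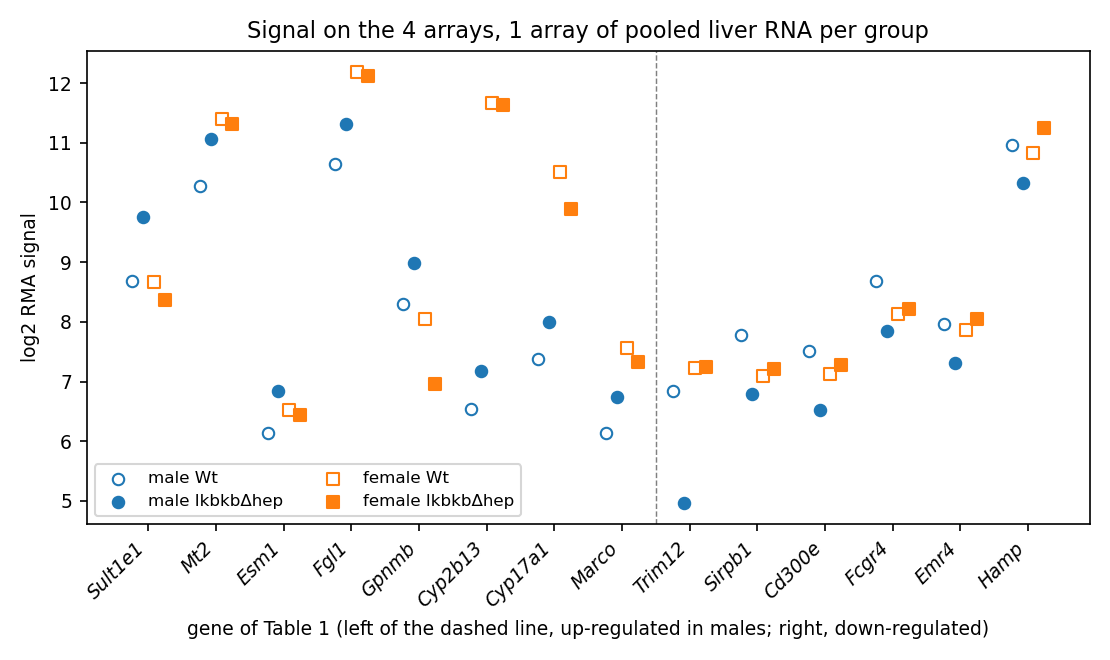
Log2 RMA signal (y axis) of the 14 genes of Table 1 (x axis) on the 4 arrays, with circles for males, squares for females, open symbols for Wt and filled symbols for *IkbkbΔhep*. Each symbol is 1 array of pooled RNA, so there are no error bars. *Cyp2b13* has the widest gap between male and female Wt.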

(Complete gene lists are available online as supplementary information, S1 and S2 Tables. In addition, the microarray data may be accessed online via the NIH GEO website by using accession number GSE99031.) Among the genes up-regulated, *Sult1e1* encodes sulfotransferase family E1 which is responsible for sulfation of estrogen, the first step in inactivation and metabolism of this hormone [28]. 

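*Sult1e1* has a log2 signal of 8.68 in male Wt and 8.67 in female Wt, so the HCFD-fed Wt mice of both sexes start from the same level. The signal is 9.75 in male *IkbkbΔhep* mice, which is 2.10-fold above male Wt, and 8.36 in female *IkbkbΔhep* mice, 1.24-fold below female Wt. Among genes with a single symbol and a signal above the median of all probe sets, only *Gdpd3* has a higher log2 ratio in males. The male log2 ratio of 1.07 lies above those of all of the 1000 genes nearest to it in signal, and the female log2 ratio of -0.31 at their percentile 4.0. Of 12 measured genes among 14 listed for sulfotransferases and sulfate donors, *Sult1e1* is the only one at least 1.5-fold higher in male *IkbkbΔhep* mice, and the other 11 are within 1.5-fold. *Papss2*, a synthase of the sulfate donor PAPS, has a male log2 ratio of -0.29 and *Sult1b1* one of -0.01. The median log2 ratio of this list is 0.02 in males (percentile 70.3 of random lists) and -0.12 in females (percentile 1.6), where *Sult3a1*, a female-predominant sulfotransferase, is 3.33-fold lower. The female median is at percentile 3.8 without *Sult1e1* and at 2.6 after a loess correction. Among 12 measured genes of 17 listed for estrogen and steroid metabolism, *Sult1e1* and *Cyp17a1* are higher in males and 10 are within 1.5-fold, among them *Cyp1a2*, which hydroxylates estradiol, at -0.47, and *Hsd17b11* at -0.02. This list has a median of 0.01 in males (percentile 76.5, and 97.6 by the mean). Without *Sult1e1* and *Cyp17a1*, both seen in the paper's tables beforehand, the male median is -0.08 (percentile 1.9). The paper states that the enzyme carries out the sulfation of estrogen, and with its own measurements of SULT1E1 activity and plasma estradiol (Fig 6C and 6D) it proposes that the induction lowers estradiol and worsens IR and NASH in males.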

*Gpnmb* encodes osteoactivin, a TGF-β family of transmembrane glycoprotein which is expressed by macrophages and transformed cells and implicated in inflammation including liver injury caused by CCl4 [29] or choline-deficient diet [30], cell invasion and migration via MMP induction [30, 31]. 

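*Gpnmb* runs in opposite directions in the 2 sexes. Its log2 signal is 8.30 in male Wt and 8.98 in male *IkbkbΔhep* mice, 1.61-fold higher, and 8.04 in female Wt and 6.96 in female *IkbkbΔhep* mice, 2.12-fold lower. Other markers of lipid-associated macrophages, the cells that take up lipid in fatty tissue, are also lower in females. Of 12 measured markers among 13 listed, all 12 have a log2 ratio below 0 in female *IkbkbΔhep* mice, with *Itgax* (CD11c) 1.88-fold lower, *Cd9* at -0.58 and *Cd63* at -0.54. The median is -0.37, below the middle 95% of random lists, which runs from -0.12 to 0.06. In males 10 of the 12 are above 0 with a median of 0.10 (percentile 99.8), *Gpnmb* is the only one at 1.5-fold, *Lgals3* is at 0.22, and *Itgax* is 1.46-fold lower. Kupffer cell markers have a median of -0.23 in females, where *C1qb* is at -0.37 and *Cd163*, the haemoglobin scavenger receptor, is 2.09-fold higher, and of 0.02 in males. When the mean is taken in place of the median, the female list is at percentile 5.8 and the male list at 99.7. The 5 measured classical monocyte markers have a median of -0.34 in females, with *Lyz2* at -0.50, and of 0.05 in males. The 13 genes of M1 macrophages are all below 0 in male *IkbkbΔhep* mice with a median of -0.24, and *Cxcl10* and *Ccl3* (1.57-fold) are at least 1.5-fold lower. In females 11 of the 13 are below 0, the median is -0.12 (percentile 2.1, and 7.8 after a loess correction), and *Ccl5* is 1.70-fold lower. The 10 genes of M2 macrophages have a median of 0.14 in males (percentile 99.4) and 0.07 in females, where the list is at percentile 98.5 by the mean, but their median mean signal is 5.14, below the level of 5.83. Of 22 measured fibrosis genes among 24 listed, none is 1.5-fold higher or lower in males, where the collagen genes *Col3a1* and *Col1a2* are at 0.25 and 0.18 and the median is 0.00. In females the median is -0.11 (percentile 0.7), and *Lum*, which encodes the matrix proteoglycan lumican, is 2.00-fold lower. Some lists of other cell types also lie outside the middle 95% in females. Pancreatic acinar markers have a median of 0.21 (percentile 98.9), B cell and plasma cell markers 0.19 (percentile 98.8) and cholangiocyte markers -0.14 (percentile 1.2). In males they are at -0.01, 0.11 and -0.17 (percentiles 39.6, 95.2 and 0.4). The B cell list has a median mean signal of 5.63, below 5.83. A difference in tissue composition was not tested. *Gpnmb* was seen in the paper's tables beforehand, and none of the differences between the sexes was tested.

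**Figure D3:**
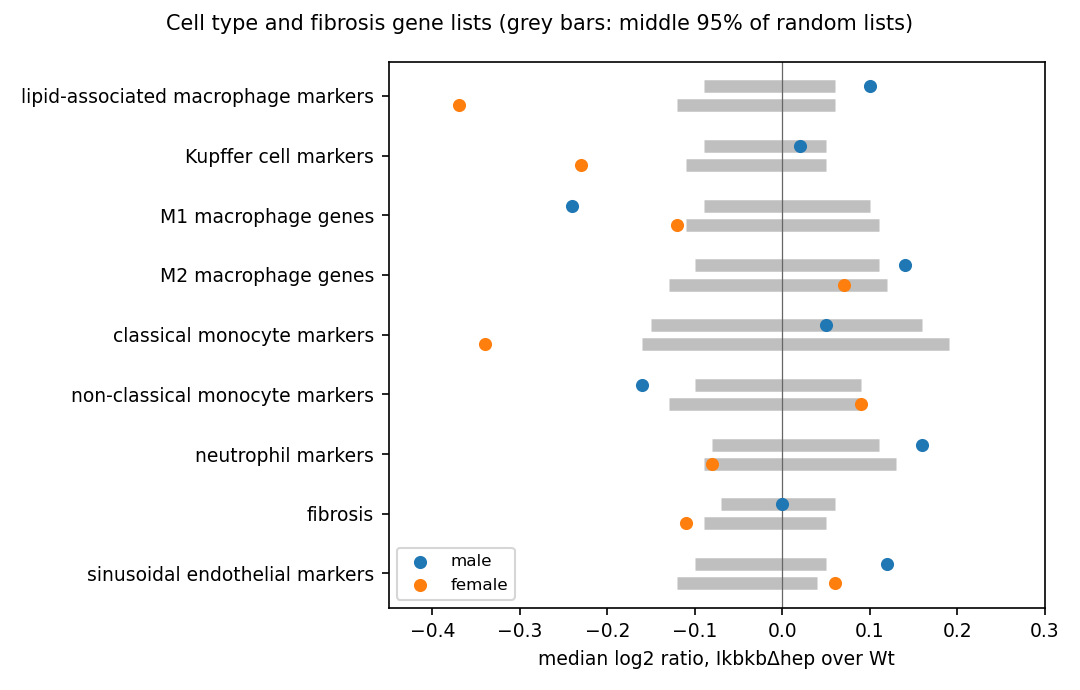
Median log2 ratio of *IkbkbΔhep* over Wt (x axis) for 9 gene lists of cell types and fibrosis (y axis), in males (blue) and females (orange), with a grey bar for the middle 95% of random lists of the same size and like signal. The female median of lipid-associated macrophage markers is -0.37 and the male median 0.10, on either side of the grey bars.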

Induction of *Sult1e1* by HCFD feeding tends to be attenuated in male *IkbkbΔmye* mice but further enhanced in male but not female *IkbkbΔhep* mice (Fig 6A). *Gpnmb* induced by HCFD in Wt mice tends to be suppressed in male *IkbkbΔmye* mice and accentuated ~3-fold in male but not female *IkbkbΔhep* mice (Fig 6B).

**Fig 6:**
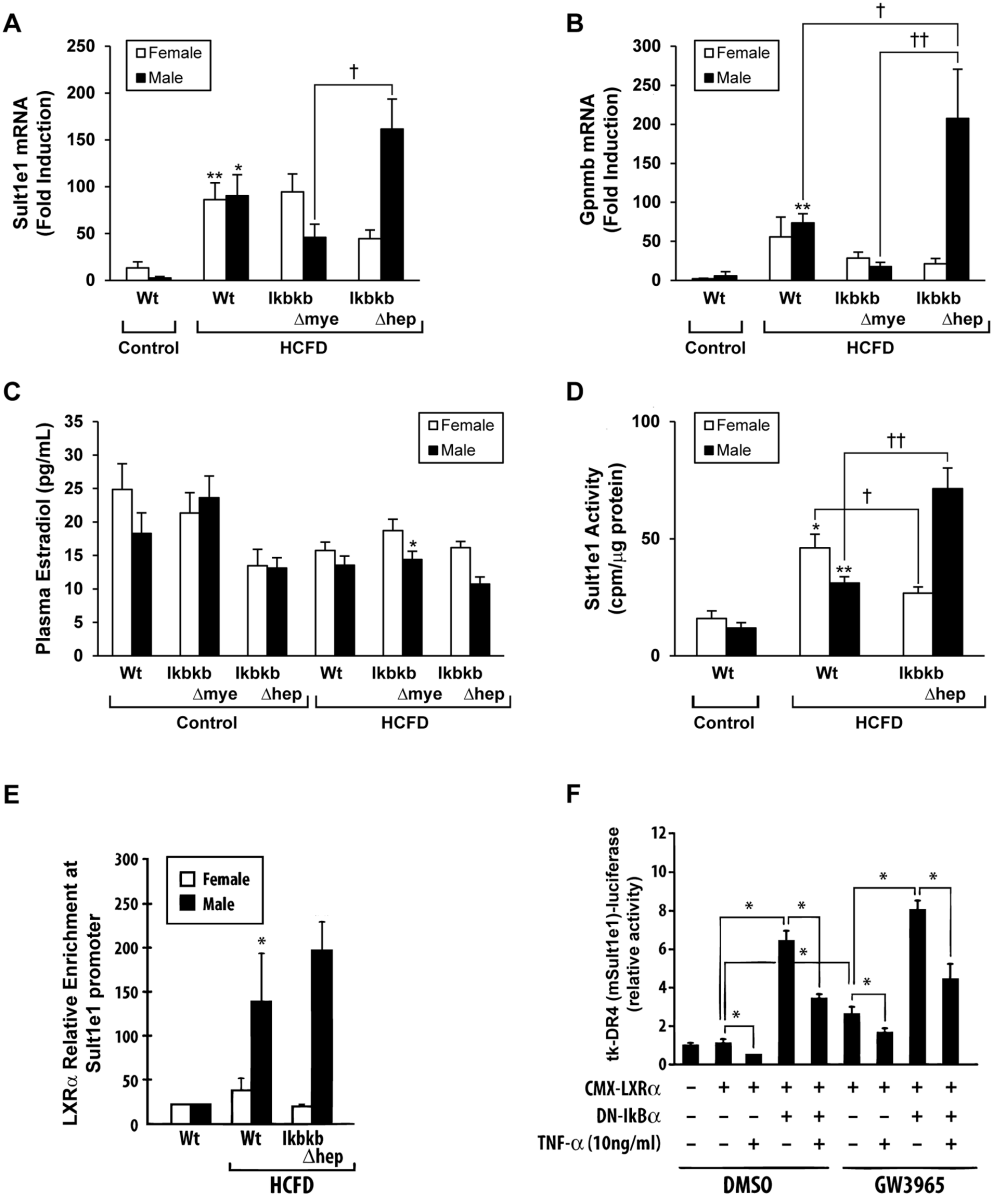
*Sult1e1* and *Gpnmb* are differentially up-regulated by *IkbkbΔhep* in males but not females fed HCFD. Wild type (Wt), myeloid IKKβ deficient (*IkbkbΔmye*), or hepatocyte IKKβ deficient (*IkbkbΔhep*) mice in both genders, were fed regular chow (Control) or high cholesterol and saturated fat diet (HCFD) from 2.5 months of age for 20 weeks (A-E). Real-time PCR of *Sult1e1* (A) and Gpnmb (B) expression. (C) Plasma estrogen levels assessed by double-antibody radioimmunoassay. (D) SULT1E1 activity assessed by sulfotransferase assay carried out as previously described [23]. (E) Chromatin isolated from liver tissues were analyzed for LXRα enrichment to a putative DR-4 of *Sult1e1* gene as previously described [23]. (F) *Sult1e1* promoter activity was analyzed using tk-DR4 (mSult1e1)-Luciferase construct in HepG2 cells with or without expression of LXRα and/or a dominant negative mutant (S32A) of IκBα, or treatment with TNFα. [(A-E) *p<0.05, **p<0.01 compared to Control diet within gender and within genotype. †p<0.05, ††p<0.01 compared to other genotype within gender and within diet. (F) *p<0.05 between the compared data.]

**Table 1:** Differentially regulated genes in male vs. female *IkbkbΔhep* mice-fed HCFD*.

Change in Males	Change in Females	Gene ID: Code	Gene Description
+2.1	-1.2	1053111: *Sult1e1*	Sulfotransferase family 1E
+1.73	-1.06	10574023: Mt1e	Methallothionein 1E
+1.65	1	10407281: Esm1	Endothelial cell specific molecule 1
+1.61	1	10578352: Fgl1	Fibrinogen-like 1
+1.60	-2.1	10538187: Gpnmb	Osteoactivin
+1.59	1	10551209: Cyp2b13	Cytochrome P450 2B13
+1.54	-1.53	10468239: Cyp17a1	Cytochrome P450 17A1
+1.52	-1.1	10357261: Macro	Macrophage receptor with collagenous structure
-3.7	1	10566326: Trim12	Tripartite motif-containing 12
-2.0	1	10497349: Sirpb1	Signal-regulatory protein beta 1
-1.98	1	10392839: Cd300e	CD300e antigen
-1.78	1	10351509: Fcgr4	Fc receptor, IgG, low affinity IV
-1.55	+1.1	10445953: Emr4	EGF-like molecule containing mucin-like, hormone receptor-like sequence 4
-1.53	+1.3	10562169:Hamp	Hepcidin

*Four RNA samples from wildtype mice-fed HCFD and *IkbkbΔhep* mice-fed HCFD in both genders were pooled respectively, analyzed by Affymetrix microarray, and compared against respective wildtype mouse samples in each gender.

Note: Liver tissue for microarray analysis was collected from mice fed HCFD for 20 weeks since 2.5 months of age.

SULT1E1 activity in the liver is increased by HCFD in both genders and further increased only in male *IkbkbΔhep* mice (Fig 6D). As predicted, the plasma estradiol levels tend to be reduced by HCFD feeding in both male and female Wt mice and further decreased in male but not female *IkbkbΔhep* mice (Fig 6C), suggesting up-regulation of *Sul1e1* and its activity are responsible for reduced estradiol levels. As estradiol is known to protect from IR and hepatic lipogenic regulation [32], these results suggest that heightened induction of *Sult1e1* by HCFD and IKKβ deficiency in male mice results in the lower circulating levels of estradiol and worsening of IR and NASH in this gender. *Sult1e1* induction observed in our model suggests a LXR-mediated mechanism as our diet is high in cholesterol and *Sult1e1* promoter is known to contain functional LXRE [23]. To test the involvement of LXRα in *Sult1e1* induction seen in the models, we performed ChIP analysis for recruitment of this nuclear hormone receptor to the *Sult1e1* promoter with a putative DR4 sequence for LXRE [27]. LXRα enrichment to the promoter is increased in the livers of male but not female Wt and *IkbkbΔhep* mice fed HCFD (Fig 6E). We next performed a transfection-reporter analysis with a DR4(m*Sult1e1*)-luciferase construct in HepG2 cells. Expression of LXRα alone does not increase the promoter activity (2^nd^ vs. 1^st^ bar, Fig 6F), but in the presence of the LXRα agonist GW3965, the activity is increased 3-fold (6^th^ bar). Expression of a dominant negative S32A mutant (DN) of IκBα which blocks NF-κB activation, causes a marked increase in the promoter activity (4^th^ bar) while the treatment with TNFα which activates NF-κB, inhibits it (3^rd^ bar) and attenuates the increase caused by DN-IκBα (5^th^ bar). Under the GW3965 treatment, similar patterns of the effects of DN-IκBα and/or TNFα are observed. These results demonstrate that the *Sult1e1* promoter containing a putative DR-4 for LXRE, is under positive regulation of LXRα and its agonist and negatively regulated by NF-κB. These findings suggest heightened induction of *Sult1e1* in the liver of male *IkbkbΔhep* mice, is due to a loss of the NF-κB mediated inhibition of the gene.

## Discussion

The present study demonstrates the gender-specific, differential regulatory roles of IKKβ in myeloid cells and hepatocytes in obesity, IR, and NASH induced by HCFD in mice as summarized in Table 2. Key findings can be summarized as follows. Firstly, HCFD feeding to adult C57Bl/6 mice results in a wide spectrum of metabolic syndrome as previously reported [33], including obesity, visceral adiposity, hyperglycemia, global IR and NASH, and these complications are generally more pronounced in males than females. Secondly, although myeloid IKKβ deficiency corrects obesity and visceral adiposity in female but not male mice, it ameliorates fasting hyperglycemia, global IR, and steatohepatitis in both genders. Thirdly, hepatocyte IKKβ deficiency aggravates all of these sequela in male, but not in female mice. These gender specific differences are closely associated with: 1) lower plasma adiponectin levels in males regardless of diet or genotype; 2) lower p-AMPK and higher nSRBP-1c in the livers of males fed HCFD compared to females; 3) marked reductions in plasma adiponectin, hepatic p-AMPK and PPARδ levels and conspicuous increases in nSREBP-1c and p-JNK1/2 in aggravated NASH in male hepatic IKKβ deficient mice fed HCFD; 4) lower hepatic M2 gene (Arg1 and Chi3l3) expression in males than females regardless of diet or genotype; 5) further repression of these M2 genes in aggravated NASH in male hepatic IKKβ deficient mice; 6) inflammation in WAT associated with HCFD-induced NASH which is ameliorated by myeloid IKKβ deficiency in females and aggravated by hepatic IKKβ deficiency in males.

**Table 2:** Summary of changes in key metabolic parameters*.

	Wt-fed HCFD		*IkbkbΔmye-fed HCFD*		*IkbkbΔhep-fed HCFD*	
	Female	Male	Female	Male	Female	Male
Obesity	**↑**	**↑**	**—**	**↑**	**↑**	**↑↑**
Visceral Adiposity	**↑**	**↑**	**—**	**↑**	**↑**	**↑↑**
Hyperglycemia	**↑**	**↑**	**—**	**—**	**↑**	**↑↑**
Global IR	**↑**	**↑**	**—**	**↑**	**↑**	**↑↑**
NASH	**↑**	**↑**	**—**	**—**	**↑**	**↑↑**
Lipogenic genes	**↑**	**↑**	**—**	**↑**	**↑**	**↑↑**
Lipolytic genes	**—**	**↓**	**—**	**—**	**—**	**↓↓**
p-JNK1/2	**—**	**—**	**—**	**—**	**—**	**↑**
Liver M1>M2	**↑**	**↑**	**↑**	**↑**	**↑**	**↑↑**
Adiponectin	**—**	**↓**	**—**	**—**	**—**	**↓↓**
WAT Inflamm.	**↑**	**↑**	**—**	**↑**	**↑**	**↑↑**

*This table summarizes changes in the listed metabolic and pathologic parameters as compared to Wt mice fed chow (Wt control) in each gender.

A symbol “-”indicates no change from Wt control.

Males are more susceptible to HCFD-induced NASH due possibly to lower plasma adiponectin levels in general which may underlie their lipogenic propensity: induction of nSREBP-1c and suppression of PPARα as a consequence of reduced adiponectin signaling in the liver [34]. Indeed, the hepatic levels of p-AMPK, the effector intermediate molecule for anti-lipogenic adiponectin signaling, tended to be lower in males in our study. Another potential reason for the susceptibility in male mice is lower expression of M2 genes such as Arg-1 and Chi3l3 in the liver than females. When M1 genes (TNFα and MCP-1) are induced after HCFD feeding, this relatively repressed expression of M2 genes may aggravate pro-inflammatory response and the genesis of fatty liver as demonstrated by Odegaard, et al [35]. Certainly, inflammation in WAT is tightly associated with HCFD-induced NASH and aggravation of this pathology by hepatic IKKβ deficiency. In the latter condition, TNFα and NOS2 expression were most upregulated with heightened inflammation, which could explain suppression of adiponectin expression in WAT (Fig 5J). A question arises as to why IKKβ deficiency in hepatocytes leads to more inflammation in WAT. Is it because the livers of IKKβ deficient mice are more inflamed and this causes inflammation in WAT? Or hepatic IKKβ deficiency aggravates hepatic and global IR under HCFD feeding, and this in turn worsens WAT inflammation? Although our study did not address this question, it has obvious pathogenetic significance and warrants future investigations.

Our attempt to gain insights into the mechanisms underlying the gender difference in how hepatic IKKβ deficiency influences HCFD-induced NASH, reveals differentially expressed genes in males as opposed to females. *Sult1e1* which encodes a sulfotransferase with high affinity to estrogen, is such example and this gene is conspicuously induced in male but not female mice due to hepatic IKKβ deficiency to the level which is ~150 fold higher than that seen in male Wt mice fed chow. This also translated to the highest activity of this enzyme in HCFD-fed male mice with hepatic IKKβ deficiency. This induction is due partly to HCFD feeding as Wt mice fed HCFD have induced *Sult1e1* mRNA and enzyme activity in both genders (Fig 6A and 6D). Upregulation of *Sult1e1* which is responsible for sulfation and inactivation of estrogen, is reported in *db/db* mice [36], and this may be mediated by LXR-dependent transactivation [23] as LXR is frequently induced in obesity and fatty livers [4]. Indeed, we observed increased enrichment of LXRα to the *Sult1e1* promoter in the livers of HCFD-fed male Wt and IKKβ deficient mice (Fig 6E). We also show that suppression of NF-κB promotes LXRα-dependent *Sult1e1* promoter activity, and this most likely contributes to highly upregulated *Sult1e1* and its enzymatic activities in HCFD-fed male IKKβ deficient mice. There appears to be reciprocal antagonism between NF-κB and LXR. LXR agonists inhibit many NF-κB responsive genes via a mechanism which appear to acts downstream of NF-κB binding to DNA [37]. Conversely, agonists such as LPS and cytokines which activate NF-κB are known to repress LXR expression [38]. Thus, the deficiency of IKKβ in hepatocytes may de-repress LXR expression resulting in enhancement of HCFD-induced *Sult1e1* expression. This in turn, lowers circulating levels of estradiol and compromises hepatoprotective effects of this hormone in HCFD-fed male mice deficient in IKKβ in hepatocytes. Why this effect is not observed in female mice is an important question for which we cannot offer any concrete notions presently, but it may be related to the fact that *Sult1e1* is expressed and regulated in a sexually dimorphic manner [39].

In summary, our results revealed that the gender profoundly influences the way IKKβ in myeloid cells or hepatocytes regulates the genesis or severity of HCFD-induced obesity, IR, and NASH. Although myeloid IKKβ deficiency was beneficial for the most if not all of the metabolic consequences of HCFD feeding in both genders, hepatocyte IKKβ deficiency was detrimental in male but not female mice. This finding underscores the importance of careful consideration for pharmacological IKKβ inhibition advocated for the treatment of NAFLD and NASH [40] as this systemic approach most likely results in harmful effects of hepatocyte IKKβ inhibition counteracting beneficial effects on myeloid cells.

## Supporting information

S1 Table Genes up-regulated by hepatocyte IKKβ deficiency in males but not in females. (XLS) Click here for additional data file.

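S1 Table lists 70 probe sets, and all 70 are found in the deposited values. Neutrophil and acute phase genes are among them, and the genes named here were seen in the table beforehand. *Ngp*, a neutrophil granule protein, is at least 1.36-fold higher in male *IkbkbΔhep* mice, and *S100a8*, a calcium-binding protein of neutrophils, has signals of 5.55 in male *IkbkbΔhep* and 4.82 in male Wt, both below 5.83. Of 15 neutrophil markers 12 are above 0 in males, the median is 0.16 (percentile 99.9), and it is at percentile 99.8 without *Ngp* and *S100a8*, while in females the median is -0.08 (percentile 3.1, and 0.2 by the mean). The median mean signal of this list is 5.74, itself below that level. *Apcs*, which encodes serum amyloid P component, is 1.48-fold higher in males and 1.36-fold lower in females. *Arhgap10* is 1.52-fold higher in males with a female log2 ratio of -0.31, and *Trim6* is at least 1.05-fold higher. The study's table assigns 6 probe sets to the X-linked *Xlr3* and *Xlr4* genes, and the annotation gives each of them several paralogs. In 5 of the 6 both male signals lie below 5.83, and the other is at least 1.17-fold higher in male *IkbkbΔhep* mice. Over the 70 probe sets the male log2 ratio runs from 0.57 to 1.80 with a median of 0.71, and 14 reach 2-fold. The female median is -0.23, with 38 within 1.2-fold of female Wt and 7 at least 1.5-fold lower. A single gene symbol is known for 27, several for 10 and none for 33, which include the probe set at 1.80. That probe set, 10598018, is in a run of listed probe sets numbered up to 10598083, which also holds several of those at 2-fold. Male Wt has the lowest signal in every member of the run. For 10598018 it is 5.91, against 7.71 in male *IkbkbΔhep*, 7.34 in female *IkbkbΔhep* and 7.7 in female Wt. The members may not be separate genes. A deviation of the male Wt pool cannot be told apart from loss of IKKβ for them. Of the 70 probe sets 37 have a mean signal above the 95th percentile of the receptor probe sets, 5.83. The rule of at least 1.5-fold in males with a female value below 0 takes 65 of the 70, and 304 probe sets outside the table.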

S2 Table Genes down-regulated by hepatocyte IKKβ deficiency in males but not females. (XLS) Click here for additional data file.

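All 43 probe sets of S2 Table are found in the deposited values. *Hamp* and the monocyte genes *Fcgr4* and *Adgre4* have the brightest signals, and the genes named from the table were seen there beforehand. Of 10 non-classical monocyte markers, *Cd300e*, *Fcgr4* and *Adgre4* are at least 1.5-fold lower in male *IkbkbΔhep* mice, and 8 of the 10 are below 0. The fractalkine receptor *Cx3cr1* is at -0.19 and *Nr4a1*, the transcription factor these monocytes need, at -0.26, against 0.39 and 0.44 in females. The median of the list is -0.16 in males (percentile 0.1) and 0.09 in females (percentile 97.7). Its 3 lower members were seen in S2 Table beforehand, and without them the male median is -0.13 (percentile 3.0) and the female median 0.06 (percentile 84.6), within the middle 95% of random lists. The female list is also within it without matching on signal (percentile 96.0) and after a loess correction. *Cd244a*, a receptor of NK cells listed as Cd244, is at least 1.49-fold lower in males, the B cell receptor-like gene *Fcrl5* at least 1.44-fold and *Itgb8*, an integrin subunit, at least 1.26-fold, with female log2 ratios of 0.12 for *Cd244a* and 0.07 for *Itgb8*. The lymphocyte GTPase gene *Gimap7* has signals of 4.74 in male *IkbkbΔhep* and 5.42 in male Wt. The other members of the NK cell list are within 1.5-fold in males, and the median over 11 is -0.06 (percentile 11.6, and 0.4 by the mean), at a median mean signal of 5.23, below 5.83. In females it is -0.10 (percentile 3.6), and without *Cd244a*, which was seen beforehand, at percentile 0.2. The table assigns 4 probe sets to *Sirpb1*, with male log2 ratios from -1.06 to -0.91 and female ones from 0.01 to 0.11, and the annotation gives each the same paralogs. Over the 43 probe sets the male log2 ratio has a median of -0.67. The female median is 0.18, with 29 within 1.2-fold of female Wt and 3 at least 1.5-fold higher. A single gene symbol is known for 25, and 4 of these are olfactory or vomeronasal receptor genes. Of the 43 probe sets 16 have a mean signal above 5.83. The rule of at least 1.5-fold lower in males with a female value above 0 takes all 43, and 263 probe sets outside the table.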

How the deposited data were processed for this re-analysis (not part of the article)

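Liver RNA of HCFD-fed male and female Wt and *IkbkbΔhep* mice was measured on 4 Affymetrix arrays, 1 per group, from mice fed for 20 weeks from 2.5 months of age. The footnote of Table 1 describes pooling of 4 RNA samples, and its wording leaves open whether this is 4 per group, as read here. The methods name another Affymetrix mouse array and TRIzol extraction, whereas the submitters' labels name a whole-transcript kit and RNeasy. The probe set numbers match those of S1 and S2 Tables.

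The deposited log2 values were made by the authors with RMA in Affymetrix Expression Console, as the submitters' processing notes name them, with versions not given in the sources used here. They are background corrected, normalized across arrays and summarized per probe set, so scanner intensities and dye or scan effects were not analysed here. No genome build is named, so no coordinates are given, and the gene table of GRCm38.p6 served only for names and for which genes are neighbours. Of 35556 probe sets, 21789 have a single gene symbol in the platform annotation, of which 21698 matched the gene table, 1621 have several and 12146 have none. A probe set with several symbols is not given a gene's name. The lowest annotated probe set number has 6617 rows below it, all unnamed here.

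The log2 ratio of *IkbkbΔhep* over Wt was taken per probe set within each sex, and a gene with several probe sets takes their mean. A probe set counts as higher or lower at 1.5-fold or more. The rule for genes changed in males and not in females takes 1.5-fold in males with the opposite sign in females, which the deposited values of 65 of the 70 rows of S1 Table and all 43 of S2 Table meet. Each named gene was ranked among the 1000 genes nearest in mean signal. A list's median was ranked among 10000 random lists of the same size matched on mean signal in 20 bins, drawn from 19938 genes. Genes of a list go together, so these percentiles describe these arrays and are not p-values. Signals of 1210 probe sets of olfactory and vomeronasal receptors gauged noise, and 95% of them lie below a mean log2 signal of 5.83. Where a signal lies below this level the fold is given as a lower bound against it, a step added after the values were seen that changes no count, and the medians and counts of lists and tables take the ratios as measured.

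With 1 array per group no comparison within a sex has a p-value. limma 3.58.1 in R 4.3.3 fitted the log2 values of all 4 arrays with sex and genotype as additive terms, which leaves 1 residual degree of freedom, with Benjamini-Hochberg adjustment and an adjusted p of 0.05. This tests only what genotype does alike in both sexes, or sex in both genotypes. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6 did the rest.

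The limma step was tested on simulated data with 200 of 35556 probe sets changed by genotype in both sexes, under 2 models of the noise. The first model tried shuffles the residuals of the real arrays over the probe sets, and the second, chosen after the first recovered none at up to 4-fold, draws each variance from limma's fitted prior. The fit was the same for both. With shuffled residuals 0 of 200 were recovered at 1.5-fold, 2-fold and 4-fold, 103 at 16-fold and 138 at 64-fold, with 0 false calls. With the prior 0 were recovered at 1.5-fold and 2-fold, 160 at 4-fold with 12 false calls, 194 at 16-fold with 11 and 199 at 64-fold with 13. What limma can recover here thus rests on the noise assumed, and under both models a 2-fold change is not recovered. In simulated lists of 20 genes with no shift, 5 of 100 fell outside the middle 95% of random lists, and all 100 did with a shift of 0.2.

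The genes named are *Ikbkb*, the genes of Table 1 and of the study's real-time PCR, the 10 highest and 10 lowest log2 ratios per sex among probe sets with a single symbol and a signal above the median of 6.27, up to 4 members per list, the sex chromosome genes, and the 10 smallest p per direction from limma. Values in Table 1, S1 and S2 Tables were seen before this rule was written, and 17 list members come from them. Genes outside the rule are named as such, and 1 gene under the rule is not reported here. Alternatives were other normalizations, filters on dim probe sets, a 2-fold threshold, other definitions of no change in females, other settings of limma, and other summaries and matching of lists. 41 lists were run, and 35 of 80 list and sex combinations, leaving out the sex chromosome list, lie outside the middle 95% of random lists. For lists of independent genes 4.0 would by chance. Genes of a list go together and lists share members, so this number is not a fair expectation and the excess is not a test.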

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

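The tests of clock genes and of dim probe sets were written down before their results were seen, and the tests of neighbouring genes, of a batch, of array brightness and of the brighter unnamed rows were chosen only afterwards.

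A small group of genes that the paper does not discuss differs in the same direction in both sexes, with a log2 ratio of *IkbkbΔhep* over Wt of -4.22 in males and -4.18 in females for *Ctse*, 2.90 and 3.28 for *Gdpd3*, -1.13 and -1.01 for *Snrpe*, and -1.04 and -0.86 for *BC023105*, where the Wt signals of *Gdpd3*, 5.59 and 5.02, lie below 5.83, so that its folds are at least 6.34 and 5.57. Of genes with a single symbol 2 are higher and 6 lower in both sexes, where independence would give 0.2 and 0.3, while 4 are higher in males and lower in females against 0.3 and 0 are lower in males and higher in females against 0.2. A batch separating both *IkbkbΔhep* arrays from both Wt arrays would make other probe sets move together as well, but their male and female log2 ratios correlate at -0.078, a value that leaving out the shared probe sets lowers, and at 0.027 with all probe sets kept. The Wt mice carry the floxed gene as well, so DNA that flanks it should be alike in both groups. DNA differences between the lines that lie apart from the deleted gene could also act in both sexes. Of the 8 genes 1 pair, *Ctse* and *Snrpe*, has fewer than 100 genes between them, no more than the 95th percentile of random gene sets, 1. Such variants and loss of IKKβ in hepatocytes cannot be told apart, since no array separates the deletion from the rest of the genome.

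In female *IkbkbΔhep* mice the acute phase genes *Lcn2* (-1.39), *Saa2* (-1.30), *Saa1* (-1.21) and *Saa3* (-1.13) are lower, with a median log2 ratio of -0.27 over the 47 pooled acute phase and interferon genes. Array brightness is argued against, since after a loess correction the median is -0.23, at percentile 0.0 of random lists. A different time of day is argued against by the clock genes, of which 0 of 14 differ 1.5-fold, with a largest size of 0.47. Clock genes need not follow a short fast, and the insulin-repressed *Igfbp1* is at 1.10, so feeding state was judged open after these values were seen, although the bound set beforehand was met. Feeding state and the loss of IKKβ cannot be told apart for these genes with 1 pool per group, and a few mice of a pool with more or less inflammation were not tested.

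The rule of 1.5-fold in males with the opposite sign in females is met by 0.58% of the receptor probe sets (7 of 1210, exact 95% interval 0.23 to 1.19), whose genes liver does not use. Among annotated probe sets brighter than 5.83 it is 0.18% (27 of 15354, 0.12 to 0.26), and among the unnamed rows below the lowest annotated number 8.43% (558 of 6617). Noise of dim probe sets may thus account for part of the 117 probe sets outside those rows, by a test that could have come out the other way. Of the unnamed rows brighter than 5.83 still 4.0% meet the rule (135 of 3377, 3.36 to 4.71). This share is below the 8.43% of all unnamed rows under the lowest annotated number. In all those unnamed rows the log2 ratio has an SD of 0.467 in males and 0.537 in females. In the receptors it is 0.20 and 0.23, so the receptors cannot gauge the noise of the unnamed rows. Noise thus stays open for the brighter and the dimmer ones. What these rows measure is not known here. A biological difference between the sexes stays open and untested, and single bright genes such as *Sult1e1*, with a mean signal of 8.86, are not concerned.

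*Gpnmb* and *Cyp17a1* are at least 1.5-fold higher in males and lower in females, with a male minus female difference in log2 ratio of 1.77 and 1.24, which was not tested. The following genes, outside those the paper discusses, have a mean signal over the 4 arrays above the median and a log2 ratio as measured of at least 2-fold, which for those with signals below 5.83 is not an exact fold. In males the log2 ratio is -1.20 for *Mir122*, -1.10 for *Klra2* and -1.06 for *Cxcl10*, where *Mir122* and *Klra2* have *IkbkbΔhep* signals of 5.68 and 5.78, below the level of 5.83, so that each fold is at least 2.08. In females it is 2.21 for *Serpina4-ps1*, 1.70 for *Lepr*, 1.25 for *Krt23*, 1.23 for *Ppp1r3g* and 1.06 for *Cd163*, where *Serpina4-ps1* has a Wt signal of 5.25, so that its fold is at least 3.10. *Slco1a1* has a measured value of 1.16 in females, but both signals, 5.63 and 4.47, lie below 5.83, so no fold can be given. The female log2 ratio is -1.92 for *A1bg*, -1.54 for *Cxcl13*, -1.17 for *Mogat1* and -1.05 for *Cxcl9*.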

How the results depend on the processing

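The restriction to rows from the lowest annotated probe set number upward was chosen only after the values were seen, and all other alternatives were planned. Counts are given in the order male higher, male lower, female higher, female lower, then the rule for males and not females, higher and lower. Keeping probe sets above the median signal gives 91, 134, 154, 284, 64 and 60, those above the receptors' 95th percentile 153, 216, 220, 418, 97 and 90, those with a single gene symbol 56, 62, 85, 119, 31 and 26, and a 2-fold threshold 146, 208, 154, 400, 80 and 77, all smaller because fewer probe sets can pass. The added restriction gives 126, 99, 146, 255, 73 and 44, and moves the share of higher among changed probe sets in males from 45.3% to 56.0%. Not changed in females taken as within 1.2-fold gives 236 higher, and as any value below 1.5-fold in the same direction 557 and 565. limma's genotype test calls 0 probe sets, with 1775 at an unadjusted p under 0.05, but 1 with a trended robust prior, 1 without the block and 1 among probe sets above the median, and its sex test calls 9 but 42, 42 and 94, and the cause was not tested. Centring, quantile normalization and loess kept each count within 1.5 times. No named gene reversed, and named genes moved beyond the noise only for *Clec4g* and *Top2a* in males when the brightest probe set is used. The added restriction turned the male balance from more lower to more higher probe sets. The male estrogen and steroid list, with a median of 0.01, lay at percentile 97.6 by the mean. Without members seen in the paper's tables its median was -0.08, at percentile 1.9. Of the 82 list medians 4 lost and 1 gained their place outside the middle 95% of random lists after loess, 4 and 15 by the mean, and 5 and 1 without matching. No paired analysis was possible because each group has 1 array and no replicate numbers, apart from limma's fit with sex as a block, and leaving out an array leaves 0 residual degrees of freedom. Signals below 5.83 cannot be told from those of the receptors.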

Differences from the paper's values

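Of the tests here only the restriction by probe set number was chosen after the values were seen. The paper's S1 Table holds 70 probe sets, and the rule of 1.5-fold in males with the opposite sign in females gives 369, of which 65 are in the table. Of the alternatives set before the data were examined, the filter at the median signal gives 64 (32 shared), the filter at the receptors' 95th percentile 97 (35 shared) and the 2-fold threshold 80 (14 shared), all within 1.5 times of the paper's number. Centring (366), quantile normalization (358), loess (362), a single gene symbol (31), females within 1.2-fold (236) and any female value below 1.5-fold (557) are not. The paper's S2 Table holds 43 probe sets, and the rule gives 306, which include all 43. The median filter gives 60 (11 shared), within 1.5 times, and the other alternatives set beforehand do not, with 309, 313, 310, 90, 26, 77, 253 and 565 in the order centring, quantile, loess, receptor filter, single symbol, 2-fold, within 1.2-fold and any value below 1.5-fold. Rows from the lowest annotated probe set number upward give 73 and 44, a restriction chosen after seeing the values that drops 0 of the paper's probe sets beyond the 5 of S1 Table that the rule itself leaves out. The paper describes its tables as genes regulated by IKKβ deficiency in males and not in females, but states no threshold for this in words. The ratios printed in S1 and S2 Tables differ from the deposited values by at most 0.09 on the log2 scale. No value of Table 1 differs by more than the receptor SD (0.20 in males, 0.23 in females), the tolerance used.

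Some names in Table 1 are not those of the annotation. Mt1e is *Mt2* by its probe set, and Macro is *Marco*. In S1 Table a probe set named *B3gnt3* is *Cnot8* in the annotation.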

Other observations

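The tests of LXR targets, NF-κB targets and the female-biased list were chosen only after results had been seen, as were *Trim30d*, *Sult3a2* and *Asns* for naming. *Asns* also falls under the naming rule, as a member of the list for the unfolded protein and ER stress response.

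Interferon-stimulated genes are lower in female *IkbkbΔhep* mice, with all 21 measured members below 0 and a median log2 ratio of -0.33, and *Gbp3*, *Usp18* and *Oas1a* are 1.65-fold, 1.55-fold and 1.52-fold lower and *Mx2* at least 1.49-fold. In males 12 of the 21 are below 0 with a median of -0.04, and *Mx2*, *Usp18* and *Oas1a* are at 0.42, 0.57 and 0.45, while *Cxcl10*, at -1.06, is the member that differs at least 1.5-fold. Of 26 acute phase genes, which hepatocytes secrete in inflammation, 23 are below 0 in females with a median of -0.19, and 5 are at least 1.5-fold lower, against a median of 0.01 in males (percentile 78.9, and 99.5 by the mean). Cell cycle genes have a median of -0.19 in females, where *Mki67* is at least 1.47-fold lower, and 0.05 in males. Genes of lipid droplets and PPARγ have a median of -0.20 in females (percentile 0.1) and 0.15 in males (percentile 100.0), where *Cidec* is at -0.29 and 0.22. *Mogat1* of this list is at -1.17 in females and -0.46 in males, and 8 of the 10 members are above 0 in males and 2 below. Not all lipid genes are higher in males. Fatty acid synthesis genes have a male median of -0.10 (percentile 0.0, and 6.0 by the mean) and a female one of -0.12 (percentile 0.3). Cholesterol synthesis and uptake genes are at -0.09 in males (percentile 0.9) and -0.04 in females (percentile 35.2). Fatty acid oxidation genes are within the middle 95% of random lists in both sexes, at -0.02 and 0.03. Sinusoidal endothelial markers have a median of 0.12 in males (percentile 100.0) and 0.06 in females (percentile 99.6, and 92.5 without matching on signal). None of these differences between the sexes was tested.

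The limma test of sex, with genotype as a block, calls 9 probe sets at an adjusted p under 0.05. *Cyp4a12a*, a male-specific fatty acid hydroxylase, is at least 97.4-fold higher in males (adjusted p = 0.0287) and *Cidea* at least 8.60-fold (adjusted p = 0.0437), and the transporter *Slc22a26* is at least 18.6-fold higher in females (adjusted p = 0.0437), each with the other sex below a signal of 5.83 and in the same direction in both genotypes. Genes biased to females in liver have a median of -0.21 in female *IkbkbΔhep* mice, with *A1bg*, *Sult3a1*, *Cyp3a16* and *Cyp17a1* at least 1.5-fold lower, and male-biased genes are at percentile 67.5, and at 99.7 by the mean. That mean takes in *Slco1a1* at 1.16, the only member that reaches 1.5-fold, whose female signals, 5.63 and 4.47, both lie below 5.83.

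A hypothesis that male *IkbkbΔhep* livers shift toward the female pattern could be neither excluded nor borne out, since the female-biased list lies at percentile 95.7 in males, 99.8 by its mean and 79.8 without members seen in the paper's tables, with 11 of 18 above 0, and the male-biased list at 69.1. Members of the list go both ways, and this reading was settled after the values were seen. A hypothesis that *Sult1e1* is one of many LXR targets that are higher in male *IkbkbΔhep* than in male Wt mice is argued against. The list of LXR targets has a median of -0.04 (percentile 17.2), and its highest member, *Lpl*, is at 0.18. *Sult1e1* lies 1.11 above the median against an SD of 0.09 among members, a bound added after the values were seen. This concerns LXR targets as a set in HCFD-fed mice, without a chow-fed group. The LXRα binding and reporter activity that the paper measured for the *Sult1e1* promoter were not tested. A hypothesis that NF-κB targets are generally lower in *IkbkbΔhep* mice is left open by a male median of -0.21 (percentile 0.0), with *Nfkbia* at -0.40, and a female median of -0.09, within the middle 95% at percentile 3.7 but below it by the mean, -0.21 (percentile 0.0).

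Of the genes that the paper measured by real-time PCR, the array log2 ratios in males and females are -0.23 and -0.05 for *Ccl2*, 0.10 and -0.32 for *Cd68*, 0.11 and -0.24 for *Col1a1*, and -0.09 and -0.03 for *Tgfb1*. *Tnf* is at -0.48 in males and has signals of 6.12 in female *IkbkbΔhep* and 5.82 in female Wt mice. *Ppara* is at -0.02 and 0.09 and *Pparg* at 0.02 and -0.01. *Trim30d*, a neighbour of *Trim12a*, has a signal of 6.27 in male Wt and 5.05 in male *IkbkbΔhep* mice. *Asns*, an amino acid response gene, is at least 3.14-fold lower in males, and *Sult3a2* has a signal of 8.32 in female Wt and 5.67 in female *IkbkbΔhep* mice.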
